# Differentiation of imatinib -resistant chronic myeloid leukemia cells with BCR-ABL-T315I mutation induced by Jiyuan Oridonin A

**DOI:** 10.7150/jca.83219

**Published:** 2023-05-05

**Authors:** Yun Xu, Ziting Wang, Lei Zhang, Congying Gao, Fahui Li, Xueming Li, Yu Ke, Hong-Min Liu, Zhenbo Hu, Liuya Wei, Zhe-Sheng Chen

**Keywords:** Chronic myeloid leukemia, BCR-ABL oncogene, T315I mutation, imatinib-resistant BCR-ABL mutations, cell differentiation

## Abstract

Chronic myeloid leukemia (CML) results from BCR-ABL oncogene, which blocks CML cells differentiation and protects these cells from apoptosis. T315I mutated BCR-ABL is the main cause of the resistance mediated by imatinib and second generation BCR-ABL inhibitor. CML with the T315I mutation has been considered to have poor prognosis. Here, we determined the effect of Jiyuan oridonin A (JOA), an *ent*-kaurene diterpenoid compound, on the differentiation blockade in imatinib-sensitive, particularly, imatinib-resistant CML cells with BCR-ABL-T315I mutation by cell proliferation assay, apoptosis analysis, cell differentiation analysis, cell cycle analysis and colony formation assay. We also investigated the possible molecular mechanism by mRNA sequencing, qRT-PCR and Western blotting. We found that JOA at lower concentration significantly inhibited the proliferation of CML cells expressing mutant BCR-ABL (T315I mutation included) and wild-type BCR-ABL, which was due to that JOA induced the cell differentiation and the cell cycle arrest at G0/G1 phase. Interestingly, JOA possessed stronger anti-leukemia activity than its analogues such as OGP46 and Oridonin, which has been investigated extensively. Mechanistically, the cell differentiation mediated by JOA may be originated from the inhibition of BCR-ABL/c-MYC signaling in CML cells expressing wild-type BCR-ABL and BCR-ABL-T315I. JOA displayed the activity of inhibiting the BCR-ABL and promoted differentiation of not only imatinib -sensitive but also imatinib -resistant cells with BCR-ABL mutation, which could become a potent lead compound to overcome the imatinib -resistant induced by inhibitors of BCR-ABL tyrosine kinase in CML therapy.

## Introduction

Chronic myeloid leukemia (CML) is a clonal expansion of the progenitor hematopoietic stem cells arising from the existence of the fusion BCR-ABL oncogene, that represents 15%-20% of the newly diagnosed cases of leukemia patients 1-2. BCR-ABL oncogene encodes a BCR-ABL tyrosine kinase (TK), which triggers different downstream targets including c-Myc, STAT5 and CrkL, which participated in the control of cell differentiation, proliferation, migration and other cellular behaviors 3-5. Hence, BCR-ABL oncogene has been the target for the treatment of patients with CML. For most patients with CML, BCR-ABL tyrosine kinase inhibitors (TKIs) have turned the an inevitably fatal disease into a manageable condition. Imatinib approved by the US FDA (Food and Drug Administration) in 2001 was the mainstay of first-line drug for CML patients as the first-generation TKIs. Therefore, imatinib was a paradigm of targeted therapies, which due to that imatinib inhibits the phosphorylation of BCR-ABL then suppress the activation of BCR-ABL tyrosine kinase 6. However, resistance to imatinib occurs in about 20 - 30% of patients with newly diagnosed CML in chronic phase 7. The mechanisms underlying imatinib resistance are BCR‑ABL kinase-dependent (e.g., point mutations in the BCR-ABL tyrosine kinase domain (TKD) or augmented expression of the BCR-ABL) 8; and BCR-ABL independent (e.g., persistence of quiescent CML stem cell or alterations of efflux influx pumps 9. BCR-ABL kinase mutations has been identified as the dominant cause of acquired imatinib resistance, which are detected in 50-90% of CML patients 10-11. Over 70 different mutant BCR-ABL have been observed in CML patients. The most common point mutations are T315I, E250K, E255K, M351T, Y253F and F359V that account for 60-70% of all mutations in relapsed patients 12. The T315I mutation of BCR-ABL represents approximately 20% of the all mutations. The majority of CML patients with most mutations except T315I can be effectively treated with second-generation TKIs such as dasatinib, nilotinib or bosutinib 13-15. Ponatinib was clinically effective against the T315I mutation 16. However, ponatinib treatment accompanied by adverse side effects limited its clinical utility 17. Fortunately, asciminib was approved by the US FDA to treat CML patients who treated with two prior TKIs or with BCR-ABL-T315I mutation in 2021. The most common adverse reactions of Asciminib include upper respiratory tract infections, decrease of platelet and neutrophil counts, decrease of hemoglobin and increase of triglycerides 18-19. Therefore, the TKI resistance induced by the mutation of BCR-ABL-T315I remains a primary challenge in the management of CML.

CML cells, as well as acute myeloid leukemia cells, are characterized by uncontrolled proliferative lead to impaired terminal differentiation 20. It was found that the human CML K562 cells can undergo differentiation to particular lineages depending on stimuli 21. In addition, the differentiation of BaF3 cells transformed by BCR-ABL can be restored by PP2A activation 22. Moreover, promoting the differentiation of leukemic cells by all-trans retinoic acid, which give a high rate of complete remission, has become a successful treatment for the patients with acute promyelocytic leukemia (M3 subtype of acute myeloid leukemia) 23. Unfortunately, the differentiation-inducing therapy did not been used in CML.

JOA was derived from Isodon rubescens 24. In our previous study, it was found that JOA promoted differentiation of AML cells and has anti-cancer activity against these cells 25-26. It is well known that different tumor cells have different sensitivity to the same drug (compound). Herein, in the current work, we studied whether JOA affect the differentiation blockade of imatinib-resistant CML cells carrying BCR-ABL-T315I mutation. The underlying molecular mechanism responsible for the effect of JOA was also explored. We found that JOA is efficacious in overcoming TKI resistance caused by the mutant BCR-ABL particularly the T315I mutation.

## Materials and methods

### Chemicals and equipment

The purity 98.5% of JOA (molar mass of 348.2) was prepared 24. Figure 1A presents the structure of JOA, its analogues Oridonin 27-28 and OGP46 29. The following chemical, antibodies or reagents are used: fetal bovine serum (FBS), penicillin and streptomycin and RPMI-1640 from Gibco (Carlsbad, USA). Imatinib from sigma-Aldrich (St Louis, MO). FITC anti-human CD13 (catalog MBS670591) from MyBioSource (San Diego, USA), PE anti-human CD14 (catalog 12-0149-42) from eBioscience (San Diego, USA). FITC Annexin Ⅴ kit and propidium iodide (PI)/ RNase reagent from BD biosciences (San Jose, USA). FITC anti-mouse /human CD11b (catalog 101205) antibody from Biolegend (San Diego, USA). MethoCult M3134 (catalog 03134), H4100 (catalog 04100) from Stem Cells Technologies (Vancouver, Canada). SYBR Premix ExTaq reagent from TAKARA Bio Inc. (Otsu, Japan). Trizol® reagent (Invitrogen Life Technologies, CA, USA). The following primary antibodies from Cell Signaling Technology (MA, USA): GAPDH (catalog 5174), c-MYC (catalog 9402), pY177-BCR (phosphorylation of BCR-ABL, p- BCR-ABL, catalog 3901) and BCR-ABL (catalog 3902). FITC anti-mouse CD13 (ab33486), FITC anti-mouse CD14 (ab307635), FITC anti-mouse F4/80 (ab60343), primary antibodies against CCND1 (ab134175) and CDKN2A (ab189034) from Abcam (MA, USA). Flow cytometry analyses were conducted by a flow cytometer of BD Accuri C6 plus (San Jose, USA). RT-qPCR amplification was run on an Applied Biosystems® 7500 Fast from ThermoFisher Scientific Inc. (Waltham, USA).

### Cell lines and cell culture

Human K562 cells (BCR-ABL-native CML), murine BaF3 cells carrying wild-type p210 BCR-ABL (BaF3-WT) and point mutations of p210 BCR-ABL (T315I, E255K, G250E, M351T, Y253F, F359V, E255V, H296P, Q252H, F311L, M244V and F317L) were used. Murine BaF3 cells expressing wild-type or point mutants of BCR-ABL were derived by the transfection of murine hematopoietic cells with a retroviral vector carrying p210 BCR-ABL gene, which were established by Dr. Brian J. Druker (Oregon Health and Science University, USA) 30. Cell lines were cultured with RPMI 1640 containing penicillin/ streptomycin (1%) and FBS (10%) in 5% CO_2_, at 37°C.

### Detection of cell proliferation using MTT assay

The proliferation of BaF3-T315I, BaF3-Y253F, BaF3-G250E, BaF3-M351T, BaF3-E255K, BaF3-H296P, BaF3-M244V, BaF3-E255V, BaF3-Q252H, BaF3-F311L, BaF3-F317L, BaF3-F359V, BaF3-WT and K562 cells was detected by a MTT assay. Cells were seeded for 24 h and cultured with JOA or imatinib for 72 h in 96-well plates. MTT solution (20 μL, 4 mg/mL) was added to each well for incubation 4 h. The plates were centrifuged, then the formazan crystals were obtained and dissolved with DMSO (100 μL). The absorbance value was detected at 570 nm using a microplate reader (Multiskan FC, thermo scientific, USA).

### Apoptosis analysis

BaF3-T315I, BaF3-WT and K562 cells were cultured with of JOA or imatinib for 72 h. Cells were collected, washed with cold PBS for twice, re-suspended in 1× binding buffer and cultured with FITC annexin-V and PI at room temperature in the dark for 30 min. Flow cytometric analysis was used to measure the cell apoptotic percentage.

### Cell morphology analysis

Cells (BaF3-T315I, BaF3-WT and K562) were cultured with JOA and were collected. Cytospin smears were made carefully. The morphology of cells was imaged by light microscopy with Wright-Giemsa stain.

### Cell surface antigen assessment

After JOA treatment, BaF3-T315I, BaF3-WT and K562 cells were collected, centrifuged, and cultured with specific antibody at room temperature for 30 min. The indicated monoclonal antibodies were used to assess the expression of cell surface antigens evaluated by the flow cytometer. The data are presented as mean value of the fluorescence intensity collected from 20,000 cells.

### Cell cycle distribution analysis by flow cytometry

Cells were treated with 2 μM of JOA for a different time period and collected, washed with PBS, fixed with ethanol (70%) at -20 °C then stained with the reagent of PI (50 μg/mL) and RNase A (100 μg/mL). The percentage of cells in different status of cell cycle was determined by the flow cytometer.

### Colony- formation assay

About 5×10^4^ cells were incubated with JOA, the medium containing 2.6% methylcellulose and 10% FBS in 24- well plates (500 μL/well). After 14 days, the colonies composed of more than 50 cells was scored and recorded using an inverted microscope.

### Quantify the genome-wide distribution analysis by mRNA sequencing

To investigate the mRNA expression of genes in cells (BaF3-T315I and K562) incubated with JOA, mRNA sequencing was carried out 25-26. Briefly, quality of extracted RNA was evaluated. 2 μg purified RNA was converted to cDNA library. Sequencing reads were generated and mapped to the genome. mRNAs expression levels were calculated and normalized to transcripts per million. Differentially expressed genes (DEGs) were screened using | log_2_ (fold change) | ≥ 0.58 and p <0.05. Enriched pathways were retrieved from KEGG in BaF3-T315I cells. For K562 cells, it was determined by Gene Set Enrichment Analysis (GSEA) using the C2 category of Molecular Signature Database. The Enriched pathways were deternmined using clusterProfiler package of R software. Signaling pathways were considered as significantly enriched if p value of < 0.05.

### Gene expression analysis by quantitative real-time PCR (qRT-PCR)

Cells (BaF3-T315I and K562) cultured with JOA were harvested to extract total RNA with TRizol reagent. RNA (1 μg) was converted into cDNA using a PrimerScript^TM^ RT reagent kit. qRT-PCR analysis was carried out using SYBR Premix ExTaq reagent. The reactions were performed in triplicate. 2^-ΔΔCt^ method were used to calculate the relative expression quantity of mRNA. The primers were listed as fol1ows: GAPDH (human) forward 5´-TGGGTGTGAACCATGAGAAGT-3´, reverse 5´-TGAGTCCTTCCACGATACCAA-3´ 31; GAPDH (mouse) forward 5´- CAAGGTCATCCATGACAACTTTG-3´, reverse 5´-GTCCACCACCCTGTTGCTGTAG-3´ 32; BCR-ABL (human) forward 5´-TCCGCTGACCATCAATAAGGA-3´, reverse 5´-CACTCAGACCCTGAGGCTCAA-3´ 33; BCR-ABL (mouse) forward 5´-AAGCGCAACAAGCCCACTGTCTAT-3´, reverse 5´-CTTCGTCTGAGATACTGGATTCCT-3´ 34; c-MYC (human) forward 5´-CAGCTGCTTAGACGCTGGATTT-3´, reverse 5´-ACCGAGTCGTAGTCGAGGTCAT-3´ 35 ; c-MYC (mouse) forward 5'-CAGAGG AGGAACGAGCTGAAGCGC-3', reverse 5'-TTATGCACCAGAGTTTCGAAGCTGTTCG-3' 36; CCND1 (human) forward 5´-GAAGATCGTCGCCACCTG-3´, reverse 5'-GACCTCCTCCTCGCACTTCT-3´ 37; CDKN2A (mouse) forward 5'-TTGGCCCAAGAGCGGGGACA-3´, reverse 5'-GCGGGCTGAGGCCGGATTTA-3' 38.

### Western blotting analysis

Total cellular proteins of cells treated with JOA were obtained with lysis buffer. Protein were resolved by sodium dodecyl sulfate polyacrylamide gel electrophoresis and transferred onto polyvinylidene fluoride membranes. The transferred membranes were blocked for 60 min with 5% fat-free dried milk and incubated with specific antibody. Protein bands were visualized by ECL (enhanced chemiluminescence) reagent.

### Statistical analysis

Unless otherwise stated, all experiments were done independently three times. Data with error bars represent mean ± standard deviation (SD). The difference between each treatment group and control group was analyzed based on one-way ANOVA, followed by Dunnett's post-hoc test using SPSS/13.0 software. p < 0.05 was regarded as statistically significant for the difference. (*p < 0.05 and **p < 0.001).

## Results

### JOA significantly reduces the proliferation of CML cells regardless of BCR-ABL mutational forms

As shown in Figure 1B and supplemental Table 1, JOA markedly reduced the proliferation of BaF3 cells harboring 12 mutant BCR-ABL, including T315I, M351T, Y253F, F359V and E255K mutations. Interestingly, JOA was significantly more effective than imatinib (22-fold) in suppressing the proliferation of BaF3-T315I cells. The result reveals that JOA is effective in suppressing the proliferation of imatinib-resistant cells, particularly cells with T315I mutation. The growth of BaF3-WT and K562 cells was greatly inhibited by JOA with a comparable efficacy with imatinib. These results suggest that JOA has an anti-cancer activity against BaF3 cells with mutant BCR-ABL and the CML expressing BCR-ABL. However, compared with imatinib, JOA was less effective against BaF3-F317L and BaF3-F359V cells. Notably, the cell proliferation assay demonstrated that the IC_50_ value of JOA on CML cells for 72 h incubation was significantly lower than that for 48 or 24 h incubation (data not shown in this manuscript). Hence, we choose 72 h incubation time for cell proliferation assay and apoptosis analysis.

### JOA induces minimal apoptosis in CML cells regardless of BCR-ABL mutational forms

To explore whether the anti-cancer activity of JOA against BaF3-T315I, BaF3-WT and K562 cells is due to the promotion of cell apoptosis, cells were cultured with JOA or imatinib. As shown in Figure 2A and 2B, 1, 2 or 4 μM of JOA treatment did not lead to prominent apoptosis in BaF3-T315I or BaF3-WT cells. Similarly, a significant change in apoptosis was not found in the K562 cells incubated with JOA (1 or 2 μM). In contrast, imatinib at 2 μM induced significant apoptosis in BaF3-WT and K562 cells. These results demonstrate that the mechanism of how JOA and imatinib inhibit the proliferation of these cells is different. Hence, the underlying mechanism involved in the repression of the proliferative of BaF3-T315I, BaF3-WT and K562 cells cultured with 1 or 2 μM of JOA is not related to cell apoptosis. Hence, 2 μM of JOA is used in the following experiments.

### JOA induces differentiation of CML cells regardless of BCR-ABL mutational forms

Since indicated concentration of JOA inhibited CML cell proliferation without promoting apoptosis, we investigated how JOA affect the cell differentiation characterized by morphological features and cell membrane markers in BaF3-T315I, BaF3-WT and K562 cells. As shown in Figure 3A, all three cell lines exhibited visible phenotypic changes and polyploidization. Moreover, JOA treatment caused the elevation of differentiation gene F4/80 in BaF3-T315I cells and an increase of CD11b in BaF3-WT cells. Similarly, JOA significantly up-regulated CD11b, CD13 and CD14 in K562 cells. (Figure 3B). This result indicates that 2 μM of JOA induces the differentiation of BaF3-T315I, BaF3-WT, and K562 cells. These data reveal that the anti-proliferation activity of JOA against CML cells may be due to the promotion of cell differentiation.

### JOA induces G0/G1 phase arrest in CML Cells regardless of BCR-ABL mutational forms

As 2 μM of JOA is used to investigate its effect on cell cycle, we performed the cell cycle analysis in different time points by flow cytometry. The percentage of G0/G1 cells was increased in an increasing time in BaF3-T315I, BaF3-WT and K562 cells cultured with JOA of 2 μM (Figure 4). This finding suggests that JOA could induce the G0/G1 phase arrest of CML cells regardless of BCR-ABL mutational forms.

### JOA significantly suppresses colony formation of CML cells regardless of BCR-ABL mutational forms

The effect of JOA on the colony formation of CML cells was determined. The total number of colonies was significantly reduced with the increasing concentration of JOA (Figures 5A and 5B). Moreover, colonies could not be found in BaF3-T315I, BaF3-WT and K562 ells treated with 2 µM of JOA, as differentiated cells have had no their ability of colony formation. Notably, BaF3-T315I cells have less colony formation than K562 and BaF3-WT cells cultured with JOA (0.5 or 1 µM). This data was consistent with the fact that the IC_50_ of JOA on BaF3-T315I cells is lower than that on K562 and BaF3-WT cells. These results suggest that JOA could decrease the colony formation of CML cells regardless of BCR-ABL mutational forms, which was due to the promotion of cell differentiation by JOA.

### Cell differentiation promoted by JOA is associated with the inhibition of BCR-ABL and c-MYC

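BaF3-T315I cells, a mouse pro-B cell line that carries BCR-ABL with the T315I mutation, and K562 cells, a human CML cell line that expresses BCR-ABL, were cultured without JOA (control) or with 2 μM of JOA for 48 h. For each of the 2 cell lines, 2 control libraries and 2 JOA libraries of polyadenylated RNA were made with TruSeq Stranded mRNA chemistry, 8 libraries in all. The submitters' notes name Trimmomatic, HISAT2, Cufflinks and HTSeq, with the genome builds hg38 and mm10, without versions or the role of each tool. The paper's statistics section gives independent repeats for all its experiments unless stated otherwise, in a number other than that of the libraries here, and does not say whether these libraries came from separate cultures. The sample labels do not say so either, and each p-value measures the spread between these libraries only. The deposited values are FPKM, with 1 column per library. The paper's methods name TPM as the unit, but the columns sum to between 279624 and 348007, not to 1000000. With the exon lengths of GENCODE 29, the K562 values were turned back into reads. The controls held 23292640 and 23005478 reads and the JOA libraries held 23112802 and 22625603. Of 28941 genes with fewer than 1000 reads, 96.8% came to whole numbers of reads within 0.05. The BaF3-T315I table holds mouse gene identifiers without names, and its depth is known only relative to control replicate 1. On that scale, control replicate 2 stood at 1.16, JOA replicate 1 at 1.198 and JOA replicate 2 at 1.17. The mRNA expression was analysed as log2(FPKM + 0.5) with no further scaling. Genes with a mean of at least 0.5 FPKM over the 4 libraries of a cell line were tested, which left 12872 of 22457 genes in BaF3-T315I cells and 15635 of 35141 in K562 cells. Each cell line was fitted alone with limma, a moderated linear model with a variance trend, and p-values were adjusted by the Benjamini-Hochberg method. A gene was called at an adjusted p under 0.05 and an absolute log2 fold change of at least 0.58, the fold threshold of the paper. In simulated values, drawn from the mean of each gene and the fitted spread, 200 genes per draw were given known log2 fold changes. A log2 fold change of 1 was called in 35.2% of its genes in BaF3-T315I cells and in 8% in K562 cells. For a log2 fold change of 2 these shares were 84.8% and 62.4%. At an unadjusted p under 0.05 from limma with the fold threshold, a log2 fold change of 1 was found in 93.2% and 90.4%. The adjusted threshold is less strict when more genes change. The called shares may thus be too low for BaF3-T315I cells, where far more than 200 genes were called.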

To examine the underlying molecular mechanism of how JOA induced the differentiation of BaF3-T315I and K562 cells, we analyze the mRNA expression level of genes using mRNA-sequencing. As shown in Figure 6A, it was found that the mRNA expression of 3912 genes were decreased and 3770 genes were increased in BaF3-T315I cells. Similarly, the expression of 3622 genes was up-regulated while that of 3503 genes was down-regulated in K562 cells. These data indicate that the effect of JOA on genes is different (Figure 6B). 

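In BaF3-T315I cells, the mRNA expression of 1207 genes rose and that of 1961 genes fell with JOA, of 12872 genes tested with limma. The median log2 fold change of the called genes was 0.94 for those that rose and -0.89 for those that fell. A log2 fold change of at least 1 was reached by 521 of the higher and 762 of the lower genes, and one of at least 2 by 33 and 77. Of the genes with a mean of at least 5 FPKM, the mouse gene ENSMUSG00000065706 fell the most, from 17.3 ± 7.95 FPKM in the controls (SD, n = 2 libraries) to 0.352 ± 0.00574 FPKM with JOA (SD, n = 2). Its log2 fold change was -4.31 (standard error 0.32, adjusted p = 0.00665 from limma). The 2 JOA values, 0.348 and 0.356 FPKM, differ only as the relative depths of their libraries do, which equal numbers of reads would give. Their small SD is therefore no sign of a precise level, which may rest on very few reads. ENSMUSG00000087113 fell from 16.9 ± 3.72 to 1.09 ± 0.426 FPKM (SD, n = 2 each), a log2 fold change of -3.46 (standard error 0.25, adjusted p = 0.00665 from limma). The largest increase was that of ENSMUSG00000031903, from 8.58 ± 3.87 to 71.6 ± 10.7 FPKM (SD, n = 2 each), a log2 fold change of 3.05 (standard error 0.32, adjusted p = 0.0074 from limma). ENSMUSG00000112249 rose from 6.68 ± 4.03 to 45.4 ± 7.29 FPKM (SD, n = 2 each), a log2 fold change of 2.79 (standard error 0.41, adjusted p = 0.0111 from limma). The table gives no names or positions for these mouse genes, so what they encode was not analysed here. The balance of higher and lower genes depended on the scaling of the libraries. With TPM scaling 1103 genes rose and 2462 fell, with median-ratio scaling 1590 rose and 1501 fell, and with quantile normalization 1565 rose and 1538 fell. The counts also changed with a library left out, where only 1 residual degree of freedom remains. They changed unevenly. They fell most without a control, while without JOA replicate 1 the count of lower genes did not fall. With so few degrees of freedom, these counts cannot tell whether the response rests on a single library. Without control replicate 1 limma called 96 genes higher and 73 lower, and without JOA replicate 2 it called 762 higher and 1261 lower. Without control replicate 2 it called none in either direction, although 1548 genes were higher and 2488 lower at an unadjusted p under 0.05.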

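In K562 cells, FYB1 and RNU6-944P were higher and PKLR and HBBP1 were lower with JOA, among the genes with a mean of at least 5 FPKM. FYB1 (ENSG00000082074, chromosome 5 of GRCh38 from 39105255 to 39274528) encodes an adapter protein of T cells and platelets. Its level was 5.49 ± 0.638 FPKM in the controls and 26.7 ± 2.41 FPKM with JOA (SD, n = 2 libraries each), a log2 fold change of 2.18. PKLR (ENSG00000143627, chromosome 1 from 155289293 to 155301438) encodes the pyruvate kinase of liver and red blood cells, and had 49.3 ± 2.71 FPKM in the controls and 11.8 ± 1.48 FPKM with JOA (SD, n = 2 each), a log2 fold change of -2.03. The globin pseudogene HBBP1 (ENSG00000229988, chromosome 11 from 5241105 to 5243537) had 75.1 ± 0.603 FPKM in the controls and 13.4 ± 3.32 FPKM with JOA (SD, n = 2 each), a log2 fold change of -2.47. RNU6-944P (ENSG00000200893, chromosome 16 from 20784509 to 20784615), annotated as a small nuclear RNA, had 17.6 ± 1.58 and 54.8 ± 1.40 FPKM (SD, n = 2 each), a log2 fold change of 1.62. These 4 genes were chosen after their values were seen, since limma called them, 2 higher and 2 lower, when the test was restricted to the 7812 genes with that mean (adjusted p = 0.0459 to 0.0472). Over all 15635 genes tested, limma called 0 genes higher and 0 lower, and the smallest adjusted p was 0.171. At an unadjusted p under 0.05 from limma, 1787 genes were higher and 910 lower, of which 841 and 372 had an absolute log2 fold change of at least 0.58. Regardless of p, 1395 genes were higher and 541 lower by that fold. The balance depended on the scaling. At an unadjusted p under 0.05 from limma, 2867 genes were higher and 495 lower with TPM scaling. These counts were 1251 and 1309 with median-ratio scaling, and 1186 and 1158 with quantile normalization. limma with voom weights on the recovered reads, chosen after the data were seen, tested 14891 genes and called 1 higher, FYB1 (log2 fold change 2.28, adjusted p = 0.0127), and 0 lower. PKLR and HBBP1 were not among those genes. Over all the alternatives tried, the adjusted p of FYB1 ran from 0.0127 to 0.827.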

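The JOA and control means stood farther apart in both cell lines than the spread between replicates alone would place them on average. Over the genes tested, the root mean square log2 difference between the means of 2 libraries each was 0.65 in BaF3-T315I cells, where libraries that vary independently and with no effect of JOA would give 0.27. In K562 cells it was 0.41, where 0.30 would be given. These expected values are averages and carry no interval. Genes that move together leave few independent comparisons among 4 libraries, so the smaller difference in K562 cells may arise by chance. The single libraries of a group differed by 0.35 between the controls and 0.40 between the JOA libraries in BaF3-T315I cells, and by 0.39 and 0.46 in K562 cells. K562 JOA replicate 2 stood farther from the control mean than JOA replicate 1, with root mean square log2 differences of 0.54 and 0.39. In BaF3-T315I cells 30.6% of the genes had an absolute log2 fold change of at least 0.58 at any p, and in K562 cells 12.4% did. Both JOA libraries lay above both controls for 3674 genes of BaF3-T315I cells and below both for 5723, which is 73.0% of the genes. Chance gives 33.3% on average, and can give far more in a single data set when genes move together. In K562 cells this held for 5751 genes above and 2856 below, 55.0% in all. These counts are on values without further scaling, where the median log2 fold change was 0.096 in K562 cells and -0.11 in BaF3-T315I cells. Their balance of above and below may move with the scaling, as that of the counts of higher and lower genes did. When each JOA library was set against the control of the same number, the log2 differences of the 2 pairs correlated across genes with Pearson's r = 0.726 and Spearman's rho = 0.771 in BaF3-T315I cells. In K562 cells they correlated with r = 0.365 and rho = 0.507. With the controls exchanged, r was 0.709 and 0.196. Genes are not independent replicates, so these correlations carry no p. The first principal component held 75.9% of the variance between the BaF3-T315I libraries and 56.7% of that between the K562 libraries. Which libraries it separates was not analysed, so these shares do not measure an effect of JOA. Which genes responded differently in the 2 cell lines was not analysed here, since mouse and human genes could not be paired, so the difference between the cell lines was not tested.

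**Figure D1:**
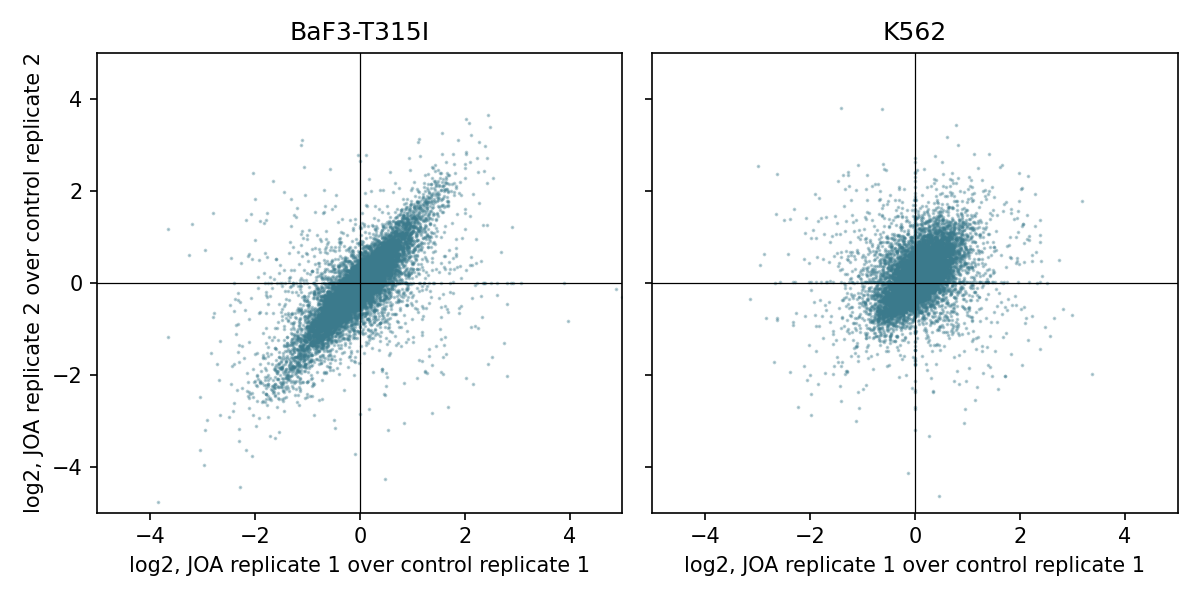
Log2 difference of JOA over control for each gene tested, on log2(FPKM + 0.5), with replicate 1 on the horizontal axis and replicate 2 on the vertical axis; each point is a gene of BaF3-T315I cells (left, 12872 genes) or K562 cells (right, 15635 genes). The points spread along the diagonal more in BaF3-T315I cells (r = 0.726) than in K562 cells (r = 0.365), and 1 and 2 genes lie outside the axes.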

The heat map of DEGs related with cell differentiation of BaF3-T315I and K562 cells can be seen from Figure 6C. Furthermore, the most optimal pathway related to cell differentiation promoted by JOA was the chronic myeloid leukemia signaling pathway (genes e.g. c-MYC, CDKN2A (cell-cycle inhibitors), CdKN1A, Cdk4, Cdk6, RUNX1, Bcl-2, Sos2, Araf, Kras, E2f2, Smad4 and Chuk were enriched) in BaF3-T315I cells. In addition, the optimal pathways induced by JOA were DANG_MYC_TARGETS_UP SCHUHMACHER_MYC_TARGETS_UP, MENSSEN_MYC_TARGETS, PID_MYC_ACTIV_PATHWAY, BENPORATH_MYC_MAX_TARGETS and ODONNELL_TARGETS_OF_MYC_AND_TFRC_UP signaling pathways in K562 cells (Figure 6D). These pathways are related with the inhibition of c-MYC and its regulating genes Cyclin D1 (CCND1), cell-cycle activators including CDK4 and CDK6 or cell-differentiation related gene ITGAM (CD11b).

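Among the 21 genes in this heat map, the myeloid surface markers ANPEP, CSF3R and ADGRE1 had higher values in both JOA libraries of K562 cells than in both controls, while CSF1R and CD14 overlapped. ANPEP (ENSG00000166825, chromosome 15 of GRCh38 from 89784889 to 89815401), which encodes the surface aminopeptidase CD13, had 2.01 ± 0.0239 FPKM in the controls and 4.12 ± 0.532 FPKM with JOA (SD, n = 2 libraries each), a log2 fold change of 0.87 (standard error 0.15, adjusted p = 0.226 from limma). CSF3R, the receptor of granulocyte colony-stimulating factor, had 0.418 ± 0.0218 and 1.91 ± 1.51 FPKM (SD, n = 2 each), a log2 fold change of 1.23 (standard error 0.48, adjusted p = 0.291 from limma). ADGRE1, the gene of the F4/80 antigen, was below the minimum mean, at 0.0527 ± 0.0581 and 0.623 ± 0.485 FPKM (SD, n = 2 each). The erythroid transcription factor GATA1 had 227 ± 17.5 FPKM in the controls and 184 ± 17.7 FPKM with JOA (SD, n = 2 each), a log2 fold change of -0.30 (standard error 0.12, adjusted p = 0.295 from limma). Among the regulators of chromatin, the DNA methyltransferase gene DNMT1 had a log2 fold change of -0.14, and the histone demethylase gene KDM3B one of 0.17. The log2 fold changes of EZH2 (-0.015), RUNX1 (-0.034), DNMT3A (0.033) and HDAC1 (0.041) were within 0.05 of 0, and with 1 library left out they ran from -0.099 to 0.069, -0.49 to 0.42, -0.13 to 0.20 and -0.021 to 0.10. Relative to the median of all genes tested, RUNX1 lay between -0.14 and -0.086 and DNMT3A between -0.13 and -0.062 over the scalings, while EZH2 turned from -0.11 to 0.048 and HDAC1 from -0.054 to 0.15 with quantile normalization. RUNX1 stood at 0.42 without JOA replicate 1 and at -0.49 without JOA replicate 2, CSF3R at 1.92 and 0.55, KDM3B at 0.014 and 0.32, DNMT1 at -0.23 and -0.046, and CDKN1C at -0.51 and -0.12. GATA1 stood at -0.082 with quantile normalization. DNMT3B had a log2 fold change of -0.11, which was -0.28 without JOA replicate 1 and 0.065 without JOA replicate 2, and the cyclin-dependent kinase inhibitor gene CDKN1C one of -0.31. The receptor gene CSF1R had 0.0420 ± 0.0241 and 0.0338 ± 0.0235 FPKM and the monocyte marker gene CD14 had 0.149 ± 0.0473 and 0.198 ± 0.0849 FPKM (SD, n = 2 each), both below the minimum mean, as was BCL2, and CDKN2A was listed at 0 in every library. Over all genes tested, limma called 0 of the 16 heat map genes that passed the minimum mean, 2 of which were higher and 1 lower at an unadjusted p under 0.05. limma with voom weights called 0 of the 14 that its fit covers, which leave out ITGAM and CDKN1C. Adjusted over the list alone, ANPEP and ITGAM were higher, which is no independent evidence, since the study chose the genes on these samples. The list as a whole had a median log2 fold change of -0.024, a mean of 0.13 and the direction lower in camera, limma's test of a gene list against the other genes (adjusted p = 0.625), so the mean differed in sign from the median and the test. The values of BaF3-T315I cells for these genes were not analysed here.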

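Targets of MYC were lower as a group in the K562 cells cultured with JOA. The lists used here were written from background knowledge, and how far they match the gene sets of Figure 6D was not checked. They were tested on the libraries that the paper used too, so they are no independent evidence. Of 55 tested genes on a list of MYC targets rich in proteins of the nucleolus, where ribosomes are made, 53 had a negative log2 fold change. Of the 55, 44 were lower in both JOA libraries than in both controls, as were 2856 of all 15635 genes tested. The median log2 fold change of this list was -0.42, and camera with a preset correlation placed the list lower (adjusted p = 1.1e-17). Of 76 directly activated MYC targets, 55 had a negative log2 fold change, with a median of -0.21 (adjusted p = 1.7e-07). With an estimated correlation neither call held (adjusted p = 0.513 for both). That version of camera rests on the 2 residual degrees of freedom of the fit, so hardly any list can pass it. It also takes in the correlation between members, estimated at 0.70 for the nucleolar list and 0.15 for the direct targets, against the preset 0.01. Which of these ended the calls was not tested, so that version does not decide the question. The p-values with the preset correlation may be far too small for genes that move together. Over all the alternatives the adjusted p ran from 3.6e-21 to 0.513 for the nucleolar list and from 3.9e-09 to 0.513 for the direct targets. Single members were not called by limma over all genes tested or when adjusted over the list alone, and voom weights gave 0 calls among the 54 and 73 members that the fit covers; at an unadjusted p under 0.05, 21 nucleolar targets were lower and 0 higher, and 13 direct targets were lower and 1 higher. NPM1 (ENSG00000181163, chromosome 5 of GRCh38 from 171387116 to 171411137), a nucleolar chaperone on both lists, had 356 ± 18.9 FPKM in the controls and 294 ± 19.4 FPKM with JOA (SD, n = 2 libraries each), a log2 fold change of -0.28 (standard error 0.11, adjusted p = 0.289 from limma). HSPD1, a mitochondrial chaperone, had 193 ± 8.85 and 144 ± 15.1 FPKM (SD, n = 2 each), a log2 fold change of -0.42 (standard error 0.12, adjusted p = 0.249 from limma). HMGA1, a chromatin protein, had 753 ± 32.7 and 543 ± 23.7 FPKM (SD, n = 2 each), a log2 fold change of -0.47 (standard error 0.10, adjusted p = 0.236 from limma). Genes of ribosome production were lower as well. Of 49 ribosome biogenesis genes, 8 of them shared with the nucleolar list, 42 had a negative log2 fold change, with a median of -0.30 (adjusted p = 9.9e-10, and adjusted p = 0.513 with an estimated correlation). Among them FBL, the methyltransferase of ribosomal RNA, had a log2 fold change of -0.57, and NOP10 had one of -0.60. Of 79 genes of cytosolic ribosomal proteins, 79 had a negative log2 fold change, and the median was -0.28 (adjusted p = 1.9e-22, and adjusted p = 0.513 with an estimated correlation). RPS2 had a log2 fold change of -0.41, and RPS18 had one of -0.25. These values depended on the scaling, and with quantile normalization the median of the ribosomal protein genes was -0.13, against -0.19 with TPM scaling, RPS2 stood at -0.092, RPS18 at 0.038, NPM1 at -0.012, HMGA1 at -0.16 and HSPD1 at -0.28. The mitochondrially encoded genes, a sign of RNA quality, moved the same way, with a median of -0.49 and 13 of 13 negative (adjusted p = 2.9e-09, and adjusted p = 0.464 with an estimated correlation, with a range from 2.3e-11 to 0.464 over the alternatives). With quantile normalization their median was -0.17 and the call ended (adjusted p = 0.0919). The replicates differed in the same lists. Replicate 2 differed from replicate 1 in the mean of the nucleolar targets by -0.22 in the controls and by -0.33 in the JOA libraries, with 47 of 55 members lower in replicate 2 both times, against -0.43 between JOA and control. For ribosome biogenesis these differences were -0.20 and -0.19, with 36 of 49 members lower both times, against -0.27, and for the direct targets -0.051 and -0.14, against -0.18. Without JOA replicate 2 the median was -0.25 for the nucleolar targets, -0.12 for the direct targets, which were at -0.13 with TPM scaling, and -0.16 for ribosome biogenesis, which was at -0.18 without control replicate 1.

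**Figure D2:**
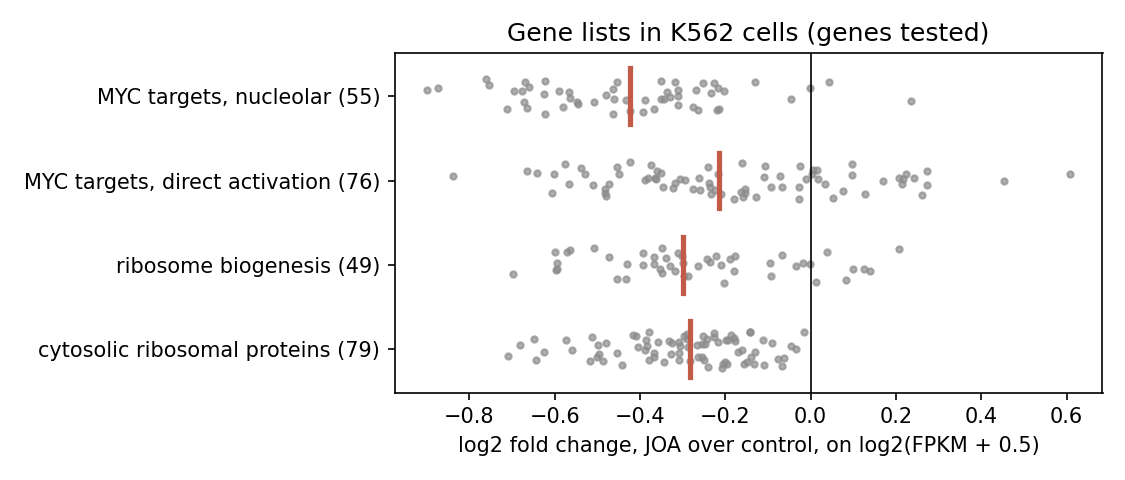
Log2 fold change of JOA over control, on log2(FPKM + 0.5), of each tested member of 4 gene lists in K562 cells; each dot is a gene, spread vertically for legibility, and the red bar is the median of the list. The medians lie at -0.42, -0.21, -0.30 and -0.28 from top to bottom, and remain below 0 with TPM, median-ratio and quantile scaling.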

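MYC (ENSG00000136997, chromosome 8 of GRCh38 from 127735434 to 127741434) had 129 ± 13.6 FPKM in the control K562 cells and 89.8 ± 24.9 FPKM with JOA (SD, n = 2 libraries each). Its log2 fold change was -0.54 (standard error 0.21, adjusted p = 0.293 from limma). CCND1 (ENSG00000110092, chromosome 11 from 69641087 to 69654474), which encodes cyclin D1, had 1.76 ± 0.402 FPKM in the controls and 2.41 ± 0.143 FPKM with JOA (SD, n = 2 each), a log2 fold change of 0.37 (standard error 0.19, adjusted p = 0.354 from limma). CDK4 (ENSG00000135446, chromosome 12 from 57747727 to 57756013), a kinase that drives cells through G1, had 36.4 ± 4.05 and 27.7 ± 3.14 FPKM (SD, n = 2 each), a log2 fold change of -0.39 (standard error 0.14, adjusted p = 0.275 from limma). CDK6 (ENSG00000105810, chromosome 7 from 92604921 to 92836594), a kinase of the same kind, had 22.2 ± 0.00947 and 21.7 ± 0.692 FPKM (SD, n = 2 each), a log2 fold change of -0.035 (standard error 0.095, adjusted p = 0.855 from limma). ITGAM (ENSG00000169896, chromosome 16 from 31259967 to 31332892) encodes CD11b, an integrin of monocytes and granulocytes. It had 4.78 ± 0.114 FPKM in the controls and 12.3 ± 2.26 FPKM with JOA (SD, n = 2 each), a log2 fold change of 1.26 (standard error 0.16, adjusted p = 0.226 from limma). None of the 5 genes was called by limma over all genes tested, and limma with voom weights, whose fit leaves out ITGAM, called none of the other 4; at an unadjusted p under 0.05 from limma, CDK4 was lower and ITGAM higher. MYC stood at -0.83 without JOA replicate 1 and at -0.26 without JOA replicate 2, and CCND1 at 0.19 without control replicate 2. Over all genes tested the median log2 fold change was 0.096, and TPM scaling moved it by 0.10. Relative to that median, MYC lay between -0.65 and -0.42, CCND1 between 0.19 and 0.33, CDK4 between -0.49 and -0.36, ITGAM between 1.16 and 1.22 and CDK6, which stood at 0.061 with TPM scaling before the median was taken off, between -0.14 and -0.024 over the scalings. Of 16 tested genes of monocytes, macrophages and granulocytes, 15 had a positive log2 fold change, with a median of 0.32, and camera placed the list higher (adjusted p = 0.00468, and adjusted p = 0.513 with an estimated correlation). Over all the alternatives the adjusted p ran from 9.3e-05 to 0.513. The call ended without control replicate 2 (adjusted p = 0.0614), at a minimum mean of 5 FPKM (adjusted p = 0.0830, median 0.28) and with no filter on low values (adjusted p = 0.0597, median 0.14), and without JOA replicate 1 the median was 0.60. Over all genes tested 0 of these were called, and adjusted over the list alone 4 were higher, the integrin genes ITGAX (log2 fold change 1.28, and 2.15 with voom weights), ITGAM and ITGB2 (0.92), and ANPEP. The G1 regulators, with CCND1, CDK4 and CDK6 among 19 tested genes, had a median of -0.099 (adjusted p = 0.0626, with a range from 0.0234 to 0.538 over the alternatives), with 14 negative members. It was -0.13 without JOA replicate 1 (adjusted p = 0.0298), -0.048 without JOA replicate 2 (adjusted p = 0.341), and -0.055 without control replicate 1 (adjusted p = 0.191), and relative to the median of all genes it lay between -0.21 and -0.14 over the scalings. The list also passed with the replicate number as a block (adjusted p = 0.0373), with no filter on low values (adjusted p = 0.0234) and with voom weights (adjusted p = 0.0493). Among them CCND3 had the highest level (log2 fold change -0.33, with -0.54 without JOA replicate 1, -0.13 without JOA replicate 2 and -0.20 without control replicate 1). From the MYC target gene sets, and from lower c-MYC and CCND1 by qRT-PCR and Western blotting, the paper relates the effect of JOA in K562 cells to the inhibition of c-MYC and of the genes that it regulates.

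**Figure D3:**
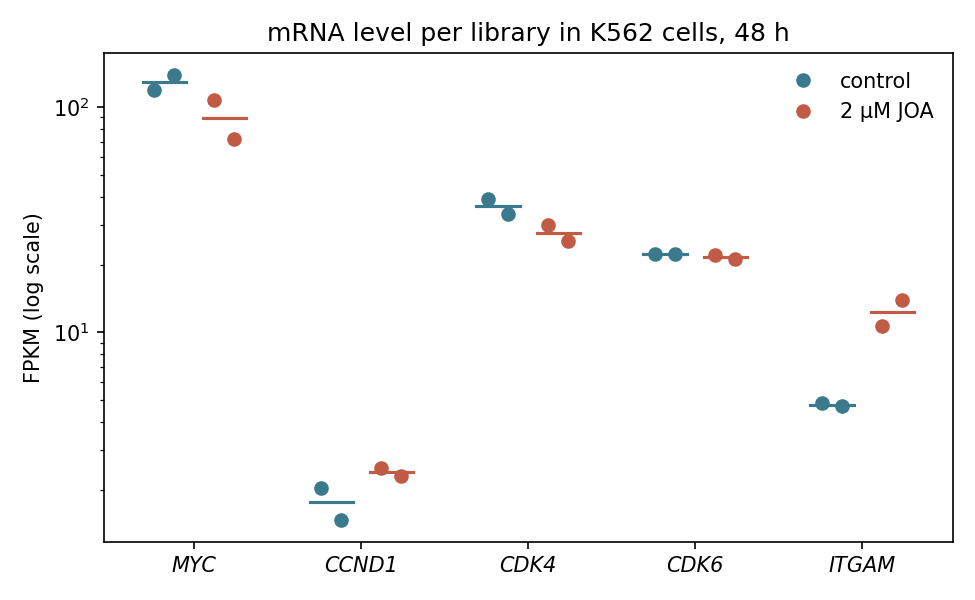
FPKM of 5 genes in K562 cells on a log axis; each dot is a library, control in blue and 2 μM of JOA in red, and each bar is the mean of 2 libraries. Both JOA libraries lie below both controls for MYC, CDK4 and CDK6, and above both for CCND1 and ITGAM. For CDK6 the difference is small (log2 fold change -0.035).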

To validate the expression of DEGs detected by mRNA sequencing analysis, Western blotting and qRT-PCR were performed in BaF3-T315I and K562 cells. It can be seen from Figures 7A, 7B, 7C and 7D, JOA treatment of 2 μM led to the marked decrease of c-MYC and significant increase of CDKN2A at both transcription and protein levels in BaF3-T315I cells. Likewise, the mRNA and protein expression of c-MYC and CCND1 was markedly reduced in K562 cells incubated with JOA. These results fit well with the expression determined by mRNA sequencing in both cell lines.

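In the sequenced libraries of K562 cells at 48 h, MYC stood at 119 FPKM in control replicate 1, 139 in control replicate 2, 107 in JOA replicate 1 and 72.2 in JOA replicate 2. Both JOA libraries were below both controls. The groups were separated in this way, in either direction, for 55.0% of the K562 genes tested, and chance alone separates them for 33.3% on average. The 95% interval of its log2 fold change ran from -1.10 to 0.015. CCND1 stood at 2.04 and 1.48 FPKM in the controls and at 2.51 and 2.31 FPKM in the JOA libraries, so that both JOA libraries were above both controls. The 95% interval of its log2 fold change ran from -0.11 to 0.86. Exact permutation of 2 libraries against 2 cannot give a two-sided p below 0.333, so no single gene can pass such a test in this design. The c-MYC and CDKN2A levels of BaF3-T315I cells were not analysed here, since the mouse genes in the table carry no names.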

Since BCR-ABL (P210) mediates the initiation, maintenance and progression of CML and it positively regulate c-Myc expression, we investigated whether JOA reduced the mRNA and protein expression level of BCR-ABL in both BaF3-T315I and K562 cell lines. It was found that the mRNA level of BCR-ABL was also significantly down-regulated in both cell lines incubated with JOA treatment at 2 μM for 72 h (Figure 7A). Similarly, the protein level of BCR-ABL was significantly reduced after treatment of JOA at 2 μM for 72 h in BaF3-T315I and K562 cells cultured with JOA (0.5, 1, or 2 μM) for 72 h (Figures 7B and 7D). These data exhibited that both the transcriptional and protein levels of BCR-ABL were markedly reduced by JOA at 2 μM in both cell lines, whereas imatinib did not alter the expression in BaF3-T315I cells. Hence, the activity of JOA against the proliferation of BaF3-T315I and K562 cells was associated with the decrease of BCR-ABL expression leading to the decrease of the phosphorylation of BCR-ABL (p-BCR-ABL) (Figures 7B and 7D). On the contrary, the anti-cancer effect of imatinib on K562 cells is originated from the decrease of p-BCR-ABL. In addition, imatinib did not change the BCR-ABL or the p-BCR-ABL level in BCR-ABL-T315I cells (Figure 7B and 7D), which was consistent with that imatinib is resistant in the T315I-mutated BCR-ABL cells.

## Discussion

The first- and second-generation TKIs has been widely used clinically for the treatment of CML with tremendous success. However, acquired resistance are observed in most patients treated with these TKIs, leading to poor prognosis. Point mutations of BCR-ABL is a primary cause of imatinib-resistance. Among them, the BCR-ABL-T315I mutation, the most frequently occurring mutation, is resistant to the second-generation TKIs, as well as imatinib. The prognosis of CML patients with this mutation is poor. Small molecule of *Ent*-kaurane diterpenoid such as Oridonin, OGP46, Ponicidin and Phyllostachysin F, have emerged as promising therapeutic agents for various cancers particularly for leukemia 24, 27-29. In our previous study 25-26, it was found that JOA triggered cell differentiation of different AML cell lines via specific signaling pathway. In addition, the great success of all-trans retinoic acid improved the prognosis of acute promyelocytic leukemia. However, the differentiation therapy has not been applied in CML. Hence, in current study, we focus on the effect of JOA on the differentiation blockade in CML cells, especially the CML cells expressing BCR-ABL-T315I. The present work reveals that JOA remarkably reduced the proliferation of CML cells regardless of the mutational forms of BCR-ABL by promoting cell differentiation. Interestingly, it was demonstrated that JOA significantly inhibited the proliferation of 12 BCR-ABL mutant CML cell lines (T315I mutation included). It is well known that differentiation blockade is the hallmark of leukemia. Our findings reveal that JOA could induce the differentiation of CML cells expressing BCR-ABL-T315I, which reveal that JOA may be a potent differentiation inducer for the treatment for CML patients with BCR-ABL mutations.

It was shown that the proliferation of imatinib-sensitive and imatinib-resistant CML cells inhibited by JOA via inducing cell differentiation evidenced by the morphological alteration and the increase of the expression of CD11b, CD13, CD14, CD15 or F4/80 in BaF3-T315I, BaF3-WT and K562 cells. Furthermore, G0/G1 phase block was an accompaniment to cell differentiation of these cells. Importantly, JOA markedly down-regulated the transcriptional and protein levels of BCR-ABL and c-MYC independent of the mutational forms of BCR-ABL. Moreover, the chronic myeloid leukemia signaling pathway was involved in cell differentiation promoted by JOA in BaF3-T315I cells while the differentiation of K562 cells was attributed to c-MYC involved pathway. Interestingly, we found that JOA showed more potency in inhibiting proliferation of K562 cells with the IC_50_ value of 1.44 μM, that were much lower than that of Oridonin which is about 20 μM 27-28. In addition, JOA also exhibited higher anti-proliferation activity against BaF3-T315I cells with the IC_50_ of 0.73 μM, compared with OGP46 (IC_50_ of 1.53 μM). Moreover, JOA has stronger inhibitory activity of the colony formation of BaF3-T315I cells than that of OGP46 (p <0.001). The rate of colony formation was 18% and 2.9%, while it was 77% and 35% when cells were cultured with 0.5 or 1 μM JOA or OGP46, respectively 29. These findings suggest that JOA is efficacious against BCR-ABL-native CML cells and BaF3 cell lines bearing T315I mutations of BCR-ABL via inducing cell differentiation associated with the inhibition of BCR-ABL and c-MYC.

According to the KEGG database, the chronic myeloid leukemia signaling pathway presents that BCR-ABL regulates c-MYC expression. (https://www.kegg.jp/pathway/map05220). Moreover, it has been shown that MYC acts as a cooperative oncogene with the BCR-ABL fusion protein and plays important role in the transformation mediated by BCR-ABL 39-41. Furthermore, the inhibition of BCR-ABL triggering the CML cell differentiation 42-43. In current study, the chronic myeloid leukemia signaling pathway was enriched in BaF3-T315I cells incubated with JOA. In addition, JOA treatment markedly down-regulated the transcription and protein levels of BCR-ABL and c-MYC in BaF3-T315I cells. Therefore, the differentiation of BaF3-T315I cells induced by JOA might be due to the suppressing of BCR-ABL/c-MYC signaling. Similarly, as mentioned above, DANG_MYC_TARGETS_UP, SCHUHMACHER_MYC_TARGETS_UP, MENSSEN_MYC_TARGETS, PID_MYC_ACTIV_PATHWAY, BENPORATH_MYC_MAX_TARGETS and ODONNELL_TARGETS_OF_MYC_AND_TFRC_UP signaling pathways are involved in K562 cells incubated with JOA. Moreover, JOA treatment markedly reduced the transcriptional and protein levels of BCR-ABL and c-MYC in K562 cells. Furthermore, it was revealed that c-MYC is a downstream target gene of BCR-ABL 35, 37-38. Hence, these findings indicated that the anti-cancer activity of JOA against K562 cells was also likely originated from the inhibition of BCR-ABL/c-MYC signaling. Therefore, the mechanism of JOA-mediated differentiation of BaF3-T315I and K562 cells may be originate from the modulation of BCR-ABL/c-MYC signaling, which is different to that caused to the differentiation of AML cells (25-26).

It was well established that the dominant role of c-MYC is to control G1/S transition in cell cycle 44-45. In addition, the transcriptional activity of c-MYC can regulated the mRNA of CCND1 required for cell cycle G1/S transition 46. Similarly, the tumour suppressor CDKN2A are also categorized c-MYC target genes could control the G1/S transition 47-48. Additionally, it was shown that BCR-ABL was involved in control of the G1-S phase transition and degration of the expression of BCR-ABL led to a significant reduce in cell proliferation through down-regulated expression of CCND1 49. Our data were consistent with these findings that JOA treatment significantly down-regulated the expression level of BCR-ABL and c-MYC in BaF3-T315I and K562 cells. Additionally, G0/G1 cell cycle exit was caused by JOA in these cell lines, which is confirmed by the decrease of CCND1 expression in K562 cells and increase of CDKN2A expression in BaF3-T315I cells. This result was consistent with up-regulation of CDKN2A or down-regulation of CCND1 results in G1 phase cell cycle exit 50. Hence, it can be suggested that the cell cycle exit was due to the inhibition of BCR-ABL/c-MYC signaling. Therefore, JOA inhibited induced cell differentiation as well as G0/G1 phase exit in both BaF3-T315I and K562 cells may be originated from the inhibition of BCR-ABL/c-MYC, which was accordance with the finding that cell differentiation is usually coupled with cell-cycle exit 51.

In conclusion, our finding revealed that JOA significantly reduced proliferation and impaired colony formation of not only imatinib-sensitive but also imatinib-resistant CML cells, particularly the BaF3-T315I cells by promoting cell differentiation. The molecular mechanisms of action of JOA is originated from the inhibition of BCR-ABL/c-MYC signaling. Moreover, the anti-leukemia activity of JOA against CML cells is more potent than that of extensively studied compounds such as Oridonin and OGP46. JOA may be potent in surmounting imatinib- resistance caused by the mutations of BCR-ABL (T315I mutation included), indicating that JOA could be worthy of further investigation including in vivo studies. Taken together, our study suggests that JOA may be a lead compound to potentially overcome the limitations of BCR-ABL targeted CML therapy by inhibition of BCR-ABL/c-MYC signaling.

## Supplementary Material

Supplementary table 1.

## Figures and Tables

**Figure 1:**
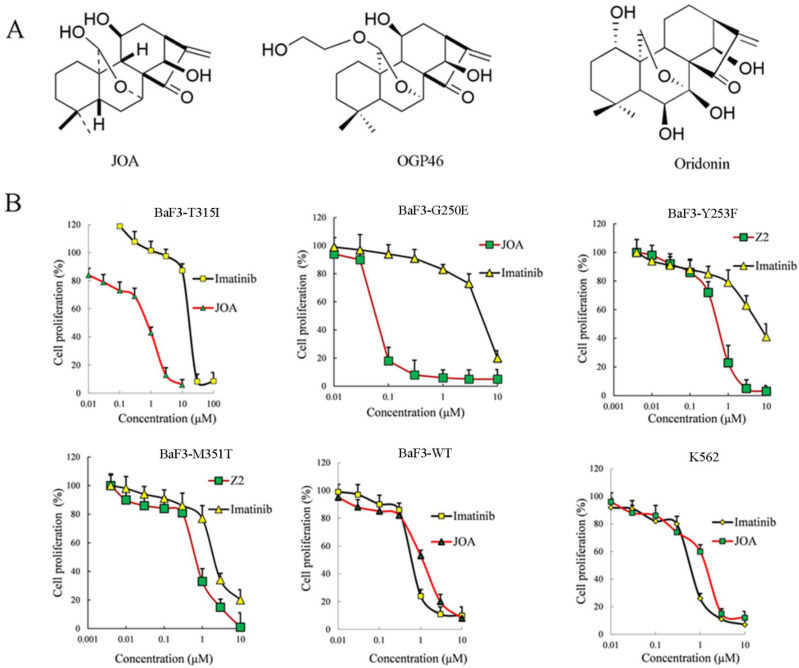
Anti-leukemia efficacy of JOA on BaF3-WT, BaF3-T315I, BaF3-G250E, BaF3-Y253F, BaF3-M351T, BaF3-E255K, BaF3-H296P, BaF3-M244V, BaF3-E255V, BaF3-Q252H, BaF3-F311L, BaF3-F317L, BaF3-F359V and K562cells. (A) structure of JOA, OGP46 and Oridonin. (B) The effect of JOA on the proliferation of cells treated with JOA or imatinib for 72 h. The points with error bars represent the mean ± SD. The figures are representative of three independent experiments done in triplicates.

**Figure 2:**
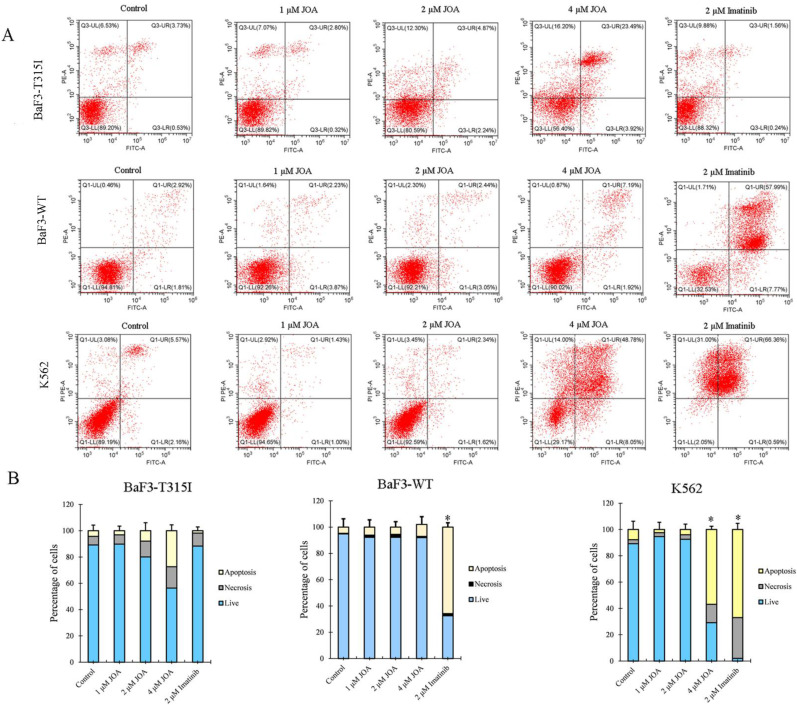
JOA induced minimal signs of apoptosis in BaF3-T315I, BaF3-WT and K562 cells. (A) Analysis of apoptotic cells using the Annexin V-FITC/ PI apoptosis detection kit. (B) Bar graph showing the percentage of apoptotic cells (*P < 0.05 and **P < 0.01). Cells were incubated with 1, 2 or 4 μM of JOA or imatinib (1 or 2 μM) for 72 h.

**Figure 3:**
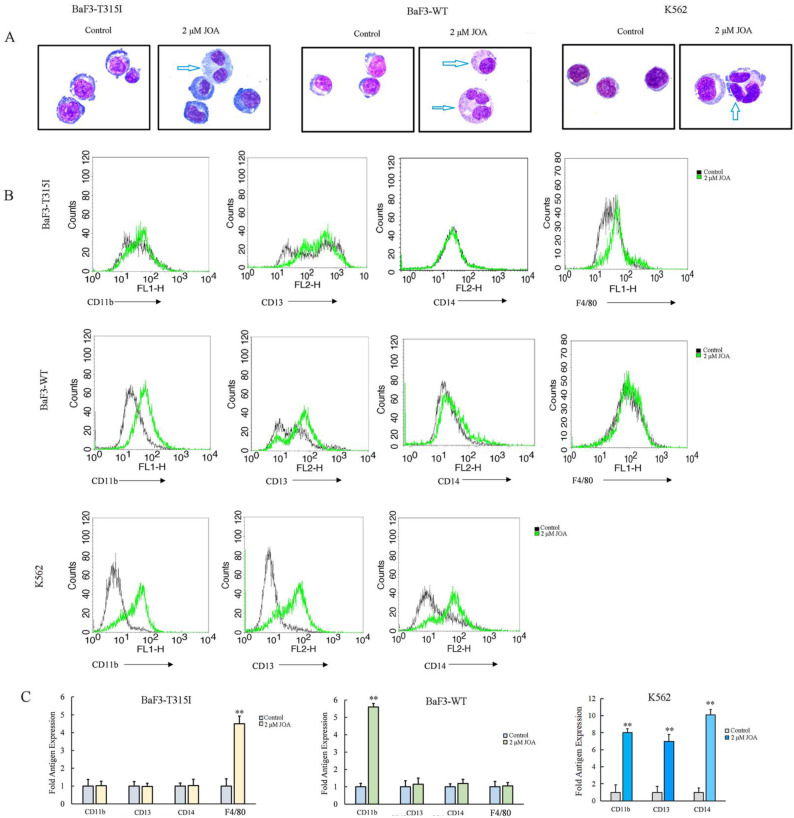
JOA induced cell differentiation in BaF3-T315I, BaF3-WT and K562 cells based on cell morphology and cell membrane markers. (A) Morphological changes of cells stained with Wright-Giemsa captured by oil immersion lens (1000×). (B) The expression of cell surface antigens measured by flow cytometry. (C) Graph bars presenting the mean fluorescence intensity of antigens (**P < 0.01). Cells were incubated with 2 µM of JOA for 72 h.

**Figure 4:**
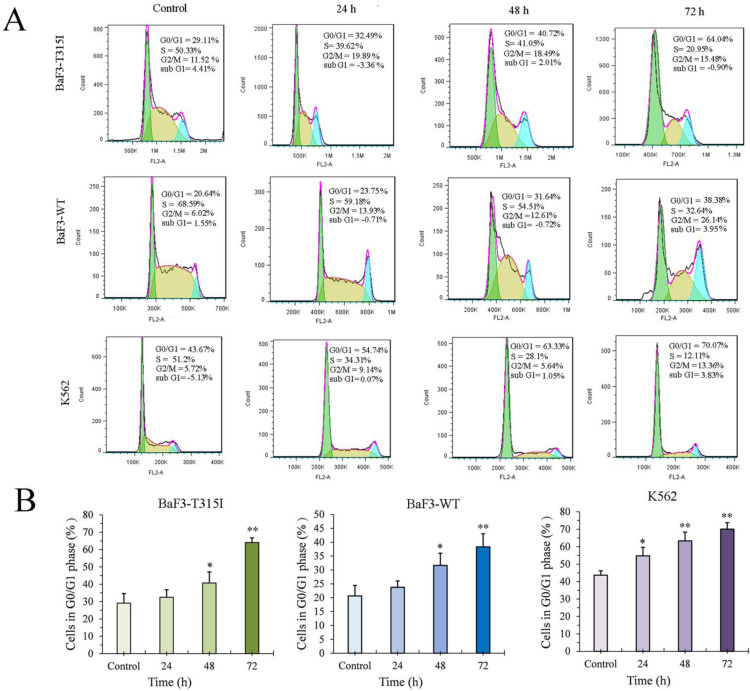
JOA blocked cell cycle exit at G0/G1 phase in BaF3-T315I, BaF3-WT and K562 cells. (A) Cell cycle study by flow cytometry. Representative images of cells based on their profiles in G1, G0/G1, S, and G2/M phases. (B) The percentage of G0/G1 cells presented as a bar graph (*P< 0.05 and **P < 0.01). Cells were incubated with 2 μM of JOA for 24 h, 48 h or 72 h.

**Figure 5:**
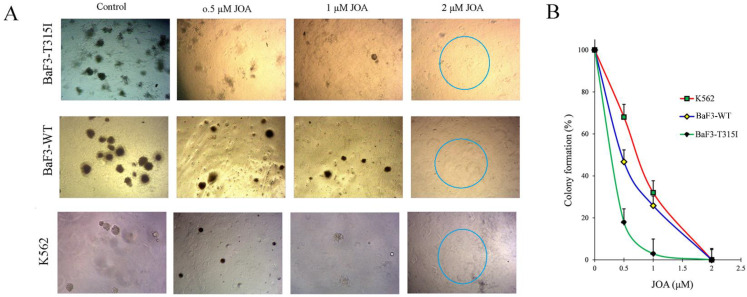
JOA significantly suppressed the colony formation of BaF3-T315I, BaF3-WT and K562 cells. (A) Colony-formation assay in methylcellulose. (B) The effect of different concentrations of JOA on colony formation.

**Figure 6:**
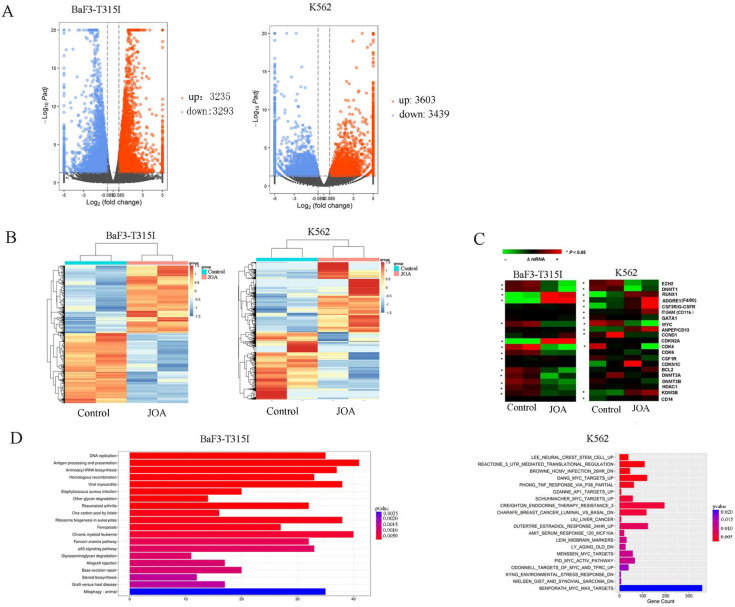
Signaling pathways involved in JOA reduced cell growth in BaF3-T315I and K562 cells. (A) Volcano plots of BaF3-T315I cells and K562 cells. (B) The heatmap of all DEGs. The bars from blue to red denotes the expression levels of DEGs from low to high. (C) The heatmap of differentially expressed genes related with cell differentiation. (*P < 0.05). (D) KEGG or GSEA pathway analyses on all DEGs. BaF3-T315I and K562 cells were incubated with 2 µM of JOA for 48 h.

**Figure 7:**
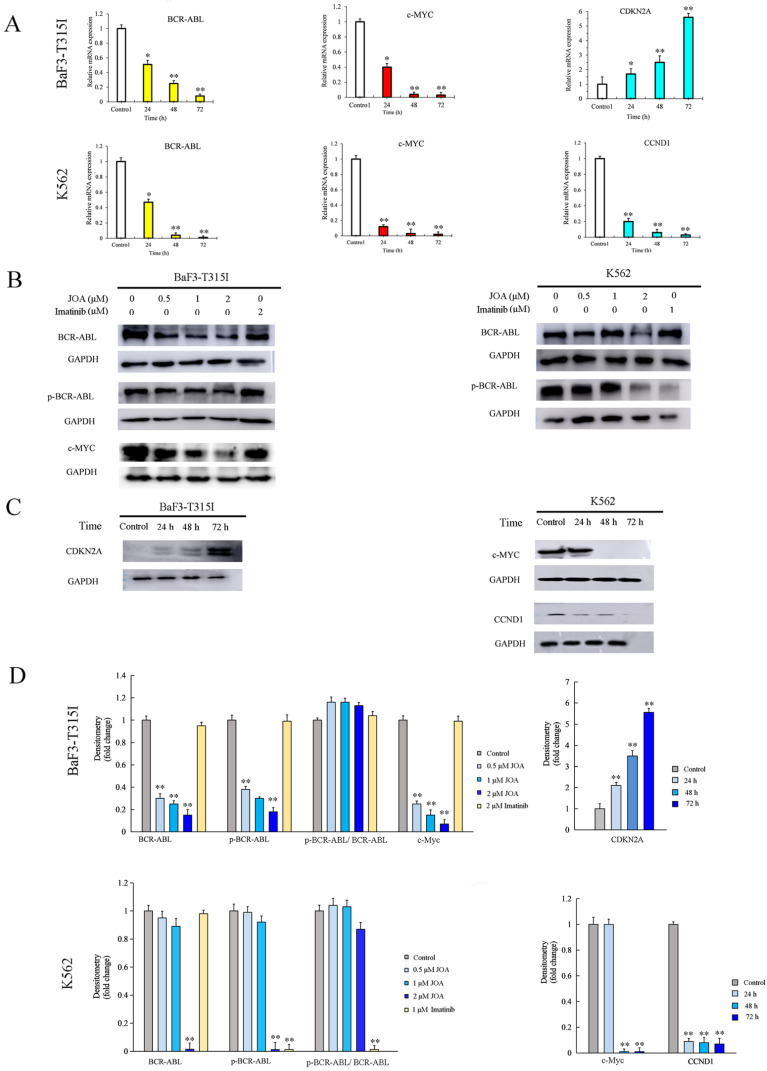
Molecular analysis of the effects of JOA on representative genes in BaF3-T315I cells and K562 cells. (A) The effect of JOA on mRNA expression of BCR-ABL, c-MYC, CCND1 or CDKN2A in K562 and BaF3-T315I cells treated with 2 μM of JOA for 24, 48 or 72 h. (B) Protein expression of BCR-ABL, p-BCR-ABL or c-MYC in both cell lines by western blotting analysis. Cells were incubated with 0.5, 1, or 2 μM of JOA or imatinib (1, or 2 μM) for 72 h. (C) Protein expression of c-MYC, CCND1 or CDKN2A in both cell lines by western blotting analysis. Cells were treated with 2 μM of JOA for 24, 48 or 72 h. (D) Graph bars showing the protein expression quantified by AI600 imager (*P < 0.05 and **P < 0.01).

# Supplementary material for: Differentiation of imatinib -resistant chronic myeloid leukemia cells with BCR-ABL-T315I mutation induced by Jiyuan Oridonin A
**Source:** J Cancer. 2023 May 5;14(7):1182–94. doi: 10.7150/jca.83219
**Supplement:** Supplementary file 1 — Supplementary table 1.

Supplement Table 1. The effect of JOA or imatinib on cell growth and proliferation of K562 and BaF3 cells

BaF3 cell lines	JOA IC50 (μ M) $\pm$ SD	Imatinib IC50 (μ M) $\pm$ SD
K562	1.44 $\pm$ 0.1	0.68 $\pm$ 0.08
BaF3/WT	1.18 $\pm$ 0.2	0.75 $\pm$ 0.05
BaF3/T315I	0.73 $\pm$ 0.1	16.20 $\pm$ 0.7
BaF3/G250E	0.069 $\pm$ 0.06	6.04 $\pm$ 0.7
BaF3/Y253F	0.61 $\pm$ 0.04	8.32 $\pm$ 1.0
BaF3/M351T	0.75 $\pm$ 0.08	2.27 $\pm$ 0.5
BaF3/E255K	0.059 $\pm$ 0.04	0.74 $\pm$ 0.07
BaF3/H296P	0.36 $\pm$ 0.03	2.60 $\pm$ 0.4
BaF3/M244V	0.62 $\pm$ 0.1	1.81 $\pm$ 0.3
BaF3/E255V	0.096 $\pm$ 0.03	0.52 $\pm$ 0.15
BaF3/Q252H	0.093 $\pm$ 0.03	0.29 $\pm$ 0.12
BaF3/F311L	0.036 $\pm$ 0.04	0.37 $\pm$ 0.06
BaF3/F317L	0.43 $\pm$ 0.0.6	0.098 $\pm$ 0.04
BaF3/F359V	2.35 $\pm$ 0.9	0.50 $\pm$ 0.13

How the deposited data were processed for this re-analysis (not part of the article)

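The mRNA of 2 cell lines was sequenced, BaF3-T315I cells of the mouse and human K562 cells, each with 2 control libraries and 2 libraries of cells cultured with 2 μM of JOA for 48 h. Every column of per-sample values in the 2 deposited tables was assigned to its condition from its heading and the sample labels. The values are FPKM, as the tables and the sample descriptions name them, made by the authors from TruSeq Stranded mRNA libraries before deposit, with Trimmomatic, HISAT2, Cufflinks and HTSeq named in the submitters' notes without versions or the role of each. The unit was checked on the values. The columns do not sum to 1000000, and the ratios between libraries of genes with low values fall on steps of whole reads. Of the genes under 0.15 FPKM in control replicate 1 and another library, and above 0 in both, the ratio was one of whole numbers up to 12, within 0.05%, for 91.1% to 92.4% in K562 cells and 94.3% to 95.4% in BaF3-T315I cells. When each ratio was multiplied by a random factor, at most 3.5% matched in any of 20 draws. The most common ratio of a library to control replicate 1 was divided out first, so this check cannot show whether a constant factor was applied to a library. The relative depths of the BaF3-T315I libraries may include such a factor. The annotation release used by the submitters is not stated. Human gene identifiers were given symbols from a table of gene names, which named 34749 of 35141 genes (98.9%), and positions and exon lengths come from GENCODE 29 on GRCh38. The mouse identifiers have no symbols in the tables used, so results in BaF3-T315I cells are given without gene names, and the part of the rule on genes that needs a gene type was not applied to them.

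The depth of the K562 libraries was recovered as the read number at which the FPKM of each gene, multiplied by its exon length, gives a whole number of reads. It was 23292640 and 23005478 reads in the controls and 23112802 and 22625603 in the JOA libraries, and the BaF3-T315I libraries, without exon lengths here, have a depth relative to each other only. Reads without molecular identifiers are not independent molecules, so intervals from them cover counting error only. In the K562 libraries the 10 most abundant genes held 19.1% to 21.9% of the summed FPKM, and in the BaF3-T315I libraries they held 12.1% to 13.6%.

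Genes were tested on log2(FPKM + 0.5) with limma 3.58.1 in R 4.3.3, with a trend of the variance on the mean and no covariate, on genes with a mean of at least 0.5 FPKM. The test is two-sided. Each fit had 2 residual degrees of freedom before moderation. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change of at least 0.58, where the paper's methods give p under 0.05 and the same fold. Tables and plots were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.

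The 27 gene lists were written from background knowledge, and how far they match published gene sets, those of Figure 6D included, was not checked. They cover nucleolar and directly activated targets of MYC, the chronic myeloid leukemia pathway, the heat map genes of Figure 6C, DNA replication, mitosis, G1 regulators, p53 targets, apoptosis regulators, erythroid cells, monocytes with macrophages and granulocytes, megakaryocytes, lymphocytes, mast cells and basophils, the integrated stress response, NRF2 targets, heat shock, the interferon response, antigen processing and presentation, cytosolic ribosomal proteins, ribosome biogenesis, aminoacyl-tRNA synthetases, cholesterol synthesis, the lysosome, homologous recombination with Fanconi anemia, mitochondrially encoded genes as a sign of RNA quality and immediate early genes as a sign of handling. Each list was tested with camera, limma's test of a list against the other genes tested, with a preset correlation between genes of 0.01 and p-values adjusted over the 27 lists, and again with an estimated correlation. The second version uses only the 2 residual degrees of freedom of the fit, so hardly any list can pass it after adjustment. It also takes in the correlation between members, which weakens the call of a list whose genes move together. For the lysosome the estimated correlation was -0.020, below the preset one, and the camera p still rose from 1.6e-04 to 0.048. CDKN2B, GP1BB, GP9, SELP, TREML1, VPREB1 and HLA-DRB1 are on a list and not in the K562 table.

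The lists, the rule for the genes named in the text and the alternatives below were set before the data were examined. The rule takes every gene that the paper names in its mRNA sequencing results or shows in Figure 6C or 7A, the 6 called genes with the largest and the 6 with the smallest log2 fold change among protein-coding genes with a mean of at least 5 FPKM and both JOA libraries on the same side of both controls, the 2 to 4 called members of each list with the largest change in its main direction and 1 or 2 in the other, and the 1 or 2 members with the highest mean of a list that has no called member. As no gene was called in K562 cells over all genes tested, members called only when adjusted over the list alone and genes called only under an alternative were chosen after their values were seen. In BaF3-T315I cells 2 identifiers were taken in each direction. The alternatives were pseudocounts of 0.1 and 1, no filter on low values, a minimum mean of 5 FPKM, TPM scaling, median-ratio scaling over genes above 1 FPKM in every library, quantile normalization, no variance trend, the replicate number as a block, each library left out in turn, an unadjusted p, no fold threshold and, for lists, the estimated correlation. limma with voom weights on the recovered reads was added after seeing the data. That fit covers 14891 of the 15635 genes tested in K562 cells, those whose recovered reads are whole numbers, and of the genes named in the text that pass the minimum mean it leaves out ITGAM, CDKN1C, UBE2T, HBA2, HBD, PKLR and HBBP1.

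The procedure was tested on simulated data, in which values were drawn from the real means and the fitted spread and known log2 fold changes were given to 200 genes in each of 5 draws. In these draws, 2.4% of 500 unchanged lists in K562 cells and 1.2% of 500 in BaF3-T315I cells had a camera p under 0.05. Each gene was drawn independently there, while the estimated correlation in the data was 0.70 for the nucleolar MYC targets and 0.45 for the erythroid genes. These shares therefore do not show how often the preset correlation passes lists of genes that move together. A log2 fold change of 0.58 was called in 0% of the altered genes in K562 cells and in 1.2% of those in BaF3-T315I cells, and one of 3 in 75.6% and 88.8%, with 4.4 and 9.4 false calls per draw. Far more than 200 genes were called in the BaF3-T315I data, where the adjusted threshold is less strict, so the shares called may be too low for those cells. Because mouse identifiers could not be paired with symbols, 4 planned tests are not analysed here. They are the gene lists in BaF3-T315I cells, the over-representation of the chronic myeloid leukemia pathway in BaF3-T315I cells, the overlap of calls between the cell lines and the difference of the JOA effect between the cell lines.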

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

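Of the tests in this part, those of depth and of genomic DNA were chosen only after the result was seen. The number of genes detected is given first. The gene groups after it are ones that the paper does not discuss in K562 cells, and each differed between the JOA and control libraries of K562 cells in camera with a preset correlation. Each call was lost with an estimated correlation. That version of camera rests on the 2 residual degrees of freedom of the fit, so hardly any list can pass it here. It also takes in the correlation between members, estimated at 0.64 for heat shock and 0.45 for the erythroid genes but at -0.020 for the lysosome. Where genes move together, the p-values with the preset correlation may be far too small. The outcome of that version leaves open whether the calls hold.

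The number of genes with a value above 0 moved in opposite directions in the 2 cell lines, a difference that was not tested. In K562 cells it was 25380 and 25479 in the controls and 26040 and 27222 with JOA, a difference of the means of 1201.5, and in BaF3-T315I cells it was 19056 and 19317 in the controls and 18633 and 19019 with JOA, a difference of -360.5. In K562 cells the tables argue against depth, since the JOA libraries held 0.988 times the reads of the controls, and against a smaller share of reads in abundant genes, since after thinning to equal reads outside the 100 most abundant genes both JOA libraries exceeded the higher control by at least 484 genes, while the controls differed by 147. Reads of 79 weakly detected olfactory receptor genes, per read, argue against genomic DNA in JOA replicate 1, at 0.893 times the controls (95% interval 0.684 to 1.16, exact binomial). In JOA replicate 2 they were at 1.495 times the controls (1.19 to 1.87), so there genomic DNA may contribute and cannot be told apart from a response to JOA, which stays open and untested.

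The erythroid genes had a median log2 fold change of -0.75 in K562 cells, with 28 of 30 members negative (adjusted p = 2.8e-19; range over the alternatives 9.4e-23 to 0.513). The tables argue against the scaling of the libraries, since the median nearest to 0 over TPM, median-ratio and quantile scaling was -0.69 (95% bootstrap interval -0.83 to -0.37). They also argue against reads shared between globin paralogs, since the 23 members other than globin genes had a median of -0.47 (interval -0.77 to -0.37, camera p = 1.5e-14, and camera p = 0.103 with an estimated correlation). The bootstrap intervals in this part resample the genes of a list as if these were independent. They cover no spread between libraries, so they are too narrow for genes that move together. An effect of JOA on the erythroid program of these cells may account for the pattern, as a hypothesis found and tested on the same data.

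The genes of cytosolic ribosomal proteins had a median log2 fold change of -0.28 and the mitochondrially encoded genes one of -0.49, with 79 of 79 and 13 of 13 members negative (adjusted p = 1.9e-22 and 2.9e-09; ranges over the alternatives 2.9e-34 to 0.513 and 2.3e-11 to 0.464, with 0.0919 for the mitochondrially encoded genes under quantile normalization). A trend on gene length and expression level is argued against only weakly for the ribosomal protein genes, whose median was -0.14 after its removal (95% bootstrap interval over genes -0.23 to -0.11). The upper end lies close to the bound of -0.1 that had been set, and the interval is too narrow for correlated genes. The trend stays open for the mitochondrially encoded genes, at -0.185 (-0.34 to 0.19). The scaling stays open for both, since the intervals of the medians nearest to 0, with quantile normalization, reach within 0.1 of 0, at -0.13 (-0.18 to -0.098) and -0.17 (-0.46 to 0.072). A less strict selection of polyadenylated RNA stays open as well: 50 genes of RNA without a poly(A) tail had a median of -0.22, with 32 lower, where a bound of 0 had been set to exclude it, but all except RN7SL2 (0.025) are histone genes, whose transcripts are made with DNA replication, and that list was lower too. These explanations and an effect of JOA cannot be told apart here.

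The heat shock genes had a median log2 fold change of -0.36, with 17 of 19 members negative (adjusted p = 1.3e-05; range over the alternatives 5.1e-08 to 0.538), and the median was -0.67 without JOA replicate 1, -0.12 without JOA replicate 2 and -0.20 without control replicate 1, while the mean of these genes, which differed by -0.38 between JOA and control, also differed by -0.36 and -0.47 between replicate 2 and replicate 1 of the controls and of JOA, with 16 of 19 members lower in replicate 2 both times. The ribosome biogenesis genes had a median of -0.30, with 42 of 49 members negative (adjusted p = 9.9e-10; range 6.3e-12 to 0.513), and the median was -0.16 without JOA replicate 2 and -0.18 without control replicate 1, while their mean differed by -0.27 between JOA and control and by -0.20 and -0.19 between replicate 2 and replicate 1 of the controls and of JOA, with 36 members lower in replicate 2 both times. The genes of cholesterol synthesis had a median of -0.12, with 18 of 25 members negative (adjusted p = 0.0186; range 0.00144 to 0.696), and stood at -0.24 without JOA replicate 1, 0.040 without JOA replicate 2 (adjusted p = 0.338), -0.21 without control replicate 1, -0.026 without control replicate 2 (adjusted p = 0.339), -0.031 with TPM scaling, -0.20 with median-ratio scaling (-0.23 to -0.19 over the scalings relative to the median of all genes), -0.19 with quantile normalization (adjusted p = 0.0846) and -0.13 at a minimum mean of 5 FPKM (adjusted p = 0.0815). The genes of the interferon response had a median of 0.30, with 18 of 19 members positive (adjusted p = 0.0186; range 0.00621 to 0.513), with a median of 0.17 without JOA replicate 2, 0.18 with quantile normalization, 0.19 with no filter on low values and 0.11 at a minimum mean of 5 FPKM, where the call ended (adjusted p = 0.28), as it did without control replicate 2 (adjusted p = 0.101). For antigen processing and presentation the median was 0.40, with 18 of 19 members positive (adjusted p = 2.6e-04; range 1.8e-06 to 0.464), and the median was 0.22 with no filter on low values. For the lysosome it was 0.31, with 31 of 37 members positive (adjusted p = 4.9e-04; range 7.2e-06 to 0.464).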

How the results depend on the processing

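In BaF3-T315I cells the counts of called genes, 1207 higher and 1961 lower, stayed within 1.5 times under every alternative that kept all 4 libraries, and all called genes kept their sign. Without control replicate 1 they were 96 and 73, without control replicate 2 they were 0 and 0 (1548 and 2488 at an unadjusted p under 0.05 from limma), without JOA replicate 1 they were 882 and 1975, and without JOA replicate 2 they were 762 and 1261, where the lone library of a group is assumed to vary like the others and 1 residual degree of freedom is left. In K562 cells, where 0 genes were called in either direction, an unadjusted p with the fold threshold gave 841 higher and 372 lower, a minimum mean of 5 FPKM gave 2 and 2, with fewer genes tested, and voom weights, chosen after seeing the data, gave 1 higher. The other alternatives, each library left out included, gave 0, while at an unadjusted p under 0.05 without the fold threshold limma had 1787 higher and 910 lower. Those unadjusted counts in K562 cells were 2867 and 495 with TPM scaling, 1251 and 1309 with median-ratio scaling and 1186 and 1158 with quantile normalization. The excess of higher genes thus depended on the scaling. With the replicate number as a block, a paired fit over only 2 pairs, limma called 1195 genes higher and 1938 lower in BaF3-T315I cells and 0 in K562 cells. Nothing states that the numbers pair the libraries, and the differences between the 2 controls and between the 2 JOA libraries correlated with r = 0.0121 across genes in BaF3-T315I cells and 0.188 in K562 cells. Of the 27 lists in K562 cells, 4 were higher and 10 lower. With an estimated correlation 0 were higher and 0 lower, and the nucleolar and direct MYC targets, with medians of -0.42 and -0.21, lost their calls (adjusted p = 0.513 for both). With 2 residual degrees of freedom hardly any list can pass that version, which also takes in the correlation between members. It does not decide whether the calls hold, and the p-values with the preset correlation may be too small. A minimum mean of 5 FPKM left 2 lists higher and quantile normalization left 6 lower. Of 404 values of lists under alternatives, 355 kept their direction and side of the threshold, 27 lost their call, 10 gained one and 12 changed sign. The last were the chronic myeloid leukemia pathway (-0.020 with median-ratio scaling), the heat map genes (0.0092 without a filter, 0.071 with TPM scaling, and -0.091 to 0.036 with 1 library left out), mitosis (0.019 with TPM scaling, and -0.18 to 0.026 with 1 library left out), megakaryocytes (-0.60 at a minimum mean of 5 FPKM, -0.067 with quantile normalization), and with 1 library left out the integrated stress response (-0.31 to 1.03), aminoacyl-tRNA synthetases (-0.17 to 0.35) and cholesterol synthesis (-0.24 to 0.040). Of 89 named genes, 64 kept direction and call throughout and 21 changed sign somewhere, shifts common to all genes included. Relative to the median of all genes, 0 changed sign with TPM or median-ratio scaling and 14 with quantile normalization. As fitted, without that median taken off, 7 changed sign with TPM scaling, 5 with median-ratio scaling and 10 with quantile normalization. The log2 fold changes that did so were, with TPM scaling, CDK6 0.061, RUNX1 0.059, EZH2 0.082, CRKL 0.065, CYBA 0.0092, GATA2 0.092, ATF4 0.064; with median-ratio scaling, DNMT3A -0.029, HDAC1 -0.031, BCR -0.018, LBR -0.051, CD63 -0.050; with quantile normalization, EZH2 0.051, DNMT3A -0.13, CD14 -0.012, CRKL 0.11, MCL1 0.0014, CYBA 0.031, GATA2 0.056, ATF4 0.13, RPS18 0.038, MT-CO1 0.072. With 1 library left out the ranges of those that changed sign were ARAF -0.26 to 0.051, ATF4 -0.36 to 0.29, BCL2 -0.0083 to 0.49, BCR -0.041 to 0.15, BTG2 -0.30 to 0.031, CD14 -0.023 to 0.23, CD63 -0.058 to 0.10, CRKL -0.13 to 0.064, CSF1R -0.067 to 0.023, DNMT3A -0.13 to 0.20, DNMT3B -0.28 to 0.065, EZH2 -0.099 to 0.069, GATA2 -0.12 to 0.11, HDAC1 -0.021 to 0.10, LBR -0.086 to 0.13, MT-CO1 -0.30 to 0.026, RUNX1 -0.49 to 0.42. The cause was not tested in any of these cases, apart from the fewer genes or libraries named. The median log2 fold change of all genes moved by 0.10 with TPM scaling in K562 cells and by 0.10 with median-ratio or quantile scaling in BaF3-T315I cells. Relative to it, the 4 lists higher and the 10 lower in K562 cells kept their direction under the 3 scalings, the heat map genes stayed below 0 (-0.13 to -0.039), and the chronic myeloid leukemia pathway turned with quantile normalization alone, from -0.053 to 0.018. What depth limits in BaF3-T315I cells, whose read numbers are not known, was not analysed here. In K562 cells ADGRE1, BCL2, CSF1R and CD14 were below the minimum mean and were tested only without a filter. The lymphocyte list had too few genes at a minimum mean of 5 FPKM. The 4 tests not run for want of mouse gene symbols have no alternatives either.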

Differences from the paper's values

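The paper gives 1 set of counts in its text and another in Figure 6A. Its text reports 3770 genes increased and 3912 decreased in BaF3-T315I cells, where limma called 1207 and 1961 here at the paper's fold threshold and an adjusted p. For the increased genes, none of the alternatives set before the data were examined came within 1.5 times of the value in the paper's text, and the highest was 1656 with no fold threshold. For the decreased genes, the fit with no fold threshold did, with 2783 genes, although the paper states a fold threshold, and all the other alternatives did not. At an unadjusted p under 0.05, the threshold in the paper's methods, and the fold threshold the counts were 1371 and 2214. Without the fold threshold, a combination not set beforehand, limma had 2281 and 3792 genes at that unadjusted p, the second close to the paper's 3912. In K562 cells the paper's text reports 3622 genes increased and 3503 decreased, where limma called 0 and 0 here. No alternative set before the data were examined came within 1.5 times of the values in the paper's text, and the highest counts were 841 and 372, at an unadjusted p under 0.05 with the fold threshold. Without the fold threshold 1787 and 910 genes had an unadjusted p under 0.05 from limma. With TPM scaling, the unit in the paper's methods, 2867 and 495 did, a combination not set beforehand. The first is nearer to the paper's 3622 and the second farther from its 3503. The paper's counts are about 3200 increased and about 3300 decreased in BaF3-T315I cells and about 3600 and about 3400 in K562 cells in Figure 6A, read by eye, whose axis gives an adjusted p. Of the alternatives set before the data were examined, those within 1.5 times of these were, for the decreased genes of BaF3-T315I cells, an unadjusted p with the fold threshold (2214), an adjusted p with no fold threshold (2783) and TPM scaling (2462). The others were not, nor was any alternative for the increased genes or in K562 cells.

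The paper states that CCND1 was reduced in K562 cells and that this was also seen by mRNA sequencing. Here both JOA libraries lay above both controls, with a log2 fold change of 0.37 (adjusted p = 0.354 from limma; 95% interval -0.11 to 0.86). MYC, which the paper states was reduced too, was lower in both JOA libraries (log2 fold change -0.54, adjusted p = 0.293), and so was CDK4 (-0.39). Figure 6C shows CCND1 and EZH2 lower and RUNX1 higher in the JOA-treated K562 cells and marks them as p under 0.05. Here EZH2 had a log2 fold change of -0.015 and RUNX1 one of -0.034, with overlapping groups. Of the other genes that the figure marks in K562 cells, the directions were the ones it shows for ITGAM (1.26), ANPEP (0.87), CSF3R (1.23), ADGRE1 (0.96, below the minimum mean), KDM3B (0.17, with overlapping groups), CD14 (0.10, with overlapping groups and below the minimum mean), DNMT1 (-0.14) and GATA1 (-0.30). Of these and of CCND1, EZH2, RUNX1, MYC and CDK4, limma called none over the genes tested. ITGAM and ANPEP pass at an unadjusted p under 0.05 with the paper's fold threshold, and when adjusted over the heat map list alone. The figure shows CDKN1C higher in its first JOA column, without a mark, where it had a log2 fold change of -0.31 here with both JOA libraries below both controls.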

Other observations

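Genes of red blood cells were lower in K562 cells cultured with JOA. Of 30 tested erythroid genes, 26 were lower in both JOA libraries than in both controls and 0 were higher in both. Over all 15635 genes tested, 2856 were lower in both and 5751 higher in both, which is 55.0%. Chance separates the groups in either direction for 33.3% of genes on average. The embryonic globin gene HBE1 had 3346 ± 167 FPKM in the controls and 1359 ± 405 FPKM with JOA (SD, n = 2 libraries each), a log2 fold change of -1.33 (standard error 0.23, adjusted p = 0.227 from limma), and the fetal globin gene HBG2 had 876 ± 58.7 and 409 ± 118 FPKM (SD, n = 2 each), a log2 fold change of -1.13 (standard error 0.22, adjusted p = 0.236 from limma). limma called 0 members over all genes tested, and 23 were lower at an unadjusted p under 0.05. Voom weights called 0 of the 23 members that the fit covers, and HBA2 and HBD are among the 7 that it leaves out. Adjusted over the list alone 16 were lower, among them the globin genes HBA2 (-2.43), HBZ (-2.08), HBA1 (-1.68) and HBD (-1.61). Of 37 lysosomal genes, 27 were higher in both JOA libraries than in both controls, and 4 were higher when adjusted over the list alone, the protease gene TPP1 (0.81), the cholesterol carrier gene NPC2 (0.73), IDS (0.69) and SCARB2 (0.68). Of 19 genes of antigen processing and presentation, HLA-E (1.10) and HLA-C (0.87) were higher when adjusted over the list alone, and the chaperone genes CALR and CANX, with the highest levels, had log2 fold changes of 0.52 and 0.21. Of 19 heat shock genes, HSPB1 (-0.75) was lower when adjusted over the list alone, and HSP90AB1 and HSPA8 had log2 fold changes of -0.43 and -0.72. Of 13 mitochondrially encoded genes 6 were lower when adjusted over the list alone, with MT-ATP8 (-1.45), MT-CYB (-0.93), MT-CO3 (-0.74) and MT-ATP6 (-0.71) the largest. In each of these lists limma called 0 members over all genes tested, and voom weights 0 of those that the fit covers (34 lysosomal genes, 17 of antigen presentation, 19 of heat shock and 13 mitochondrially encoded). With quantile normalization HBE1 stood at -0.83, HSP90AB1 at -0.14, MT-ATP6 at -0.31 and CANX at 0.40. Without JOA replicate 2 HBD stood at -0.97, HSPA8 at -0.23, HSP90AB1 at -0.27, CALR at 0.31 and CANX at 0.12, without JOA replicate 1 HSPA8 at -1.21 and without control replicate 1 at -0.37. In the interferon list BST2 had a log2 fold change of 0.079 (0.026 to 0.13 with 1 library left out), and in the cholesterol list LBR had one of 0.021 (-0.086 to 0.13). At an unadjusted p under 0.05, 20 lysosomal genes were higher and 1 lower, 10 of antigen presentation were higher and 4 of heat shock lower. The members adjusted over a list alone were chosen after their values were seen.

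Genes of DNA replication were lower in K562 cells with JOA, with 28 of 45 members negative and a median log2 fold change of -0.096 (adjusted p = 5.1e-04, and adjusted p = 0.609 with an estimated correlation; range over the alternatives 2.5e-05 to 0.609). The call ended with quantile normalization (adjusted p = 0.166), the median moved to -1.2e-05 with TPM scaling and to -0.17 with median-ratio scaling, and lay between -0.20 and -0.051 relative to the median of all genes over the scalings. It was -0.15 without JOA replicate 1 and -0.040 without JOA replicate 2. MCM7, a helicase subunit, had a log2 fold change of -0.38, and the replication clamp gene PCNA one of -0.42. Without JOA replicate 2 they stood at -0.23 and -0.11, and PCNA at -0.72 without JOA replicate 1. The mitosis genes had a median of -0.076 (adjusted p = 0.0202, and adjusted p = 0.736 with an estimated correlation; range 6.4e-04 to 0.736), with TOP2A at 0.13, which was 2.1e-05 without control replicate 1, 0.26 without control replicate 2 and 0.071 without JOA replicate 1. Their call ended with TPM scaling, where the median turned to 0.019 (adjusted p = 0.0648), with quantile normalization (-0.042, adjusted p = 0.681), at a minimum mean of 5 FPKM (-0.085, adjusted p = 0.139), without JOA replicate 2, where it turned to 0.026 (adjusted p = 0.427), and without control replicate 2 (-0.051, adjusted p = 0.337). It was -0.18 without JOA replicate 1. Relative to the median of all genes, it lay between -0.18 and -0.045 over the scalings. These lists were tested at 48 h, while the paper's cell cycle data come from flow cytometry.

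Other lists did not pass in K562 cells. The p53 targets had a median log2 fold change of 0.27 (adjusted p = 0.132, and 0.0383 with quantile normalization, range over the alternatives 0.0383 to 0.513), which was 0.43 without JOA replicate 1, with TP53INP1 (0.95) higher when adjusted over the list alone and CCNG1 at 0.53. The apoptosis regulators had a median of 0.21 (adjusted p = 0.334), with 0.34 without JOA replicate 1, 0.074 without JOA replicate 2 and 0.10 without control replicate 1, and with MCL1 at -0.14 (-0.27 to -0.013 with 1 library left out, and 0.0014 with quantile normalization). Of 9 tested megakaryocyte genes, with a median of 0.12 (adjusted p = 0.755; 0.19 without JOA replicate 2), TUBB1 (-1.21) and GFI1B (-0.60) were lower and RAB27B (0.88, and 1.34 with TPM scaling or a pseudocount of 0.1) higher when adjusted over the list alone. Only 3 lymphocyte genes passed the minimum mean (median 0.51, adjusted p = 0.102, and 0.0323 without JOA replicate 2, range 0.0323 to 0.513), with CD3D at 0.71, and 4 of mast cells and basophils (0.094, adjusted p = 0.755; 0.051 to 0.20 with 1 library left out), with GATA2 at -0.0043 (-0.12 to 0.11). The NRF2 targets had a median of 0.21 (adjusted p = 0.597, and 0.00571 with quantile normalization, range 0.00571 to 0.899), which was 0.13 without JOA replicate 2, with FTL at 0.28 (0.60 with quantile normalization). Homologous recombination with Fanconi anemia had a median of 0.10 (adjusted p = 0.625), with UBE2T at -0.23 (-0.12 without JOA replicate 2 and -0.15 without control replicate 2), and the immediate early genes one of -0.11 (adjusted p = 0.192, range over the alternatives 0.0444 to 0.632), with -0.21 without JOA replicate 2 (adjusted p = 0.0444), -0.012 without JOA replicate 1 (adjusted p = 0.632) and -0.061 without control replicate 2, and with BTG2 at -0.14, which turned to 0.031 without JOA replicate 2 and was -0.30 without JOA replicate 1 and -0.076 without control replicate 1. The aminoacyl-tRNA synthetases had a median of 0.10 and a mean of 0.043 but the direction lower in camera (adjusted p = 0.342), with AARS1 at 0.47. Their median was -0.17 without JOA replicate 2 (adjusted p = 0.0174, range 0.0174 to 0.985) and -0.073 without control replicate 1. In these lists limma called 0 members over all genes tested, and voom weights 0 of those that the fit covers, which leave out UBE2T. With 1 library left out CD3D ran from 0.14, without JOA replicate 1, to 1.29, without JOA replicate 2, and AARS1 from 0.014, without JOA replicate 2, to 0.92, without JOA replicate 1, and TUBB1 stood at -0.76 without JOA replicate 2.

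The K562 libraries also differed by replicate number. All 24 tested genes of the integrated stress response were higher in replicate 2 than in replicate 1, both in the controls, by 0.79 on average, and in the JOA libraries, by 1.44 (camera on the replicate number, adjusted p = 6.6e-16, and adjusted p = 0.761 with an estimated correlation). Camera on the replicate number also passed for the heat shock genes (adjusted p = 9.1e-09), ribosome biogenesis (2.8e-08), the nucleolar and direct MYC targets (5.3e-14 and 0.00168), the erythroid genes (2.1e-04), DNA replication (0.00187), the cytosolic ribosomal proteins (0.0283) and the aminoacyl-tRNA synthetases, and in each case not with an estimated correlation (adjusted p = 0.761). That version has too few residual degrees of freedom here to decide, and the preset correlation may pass lists of genes that move together too easily. Replicate 2 differed from replicate 1 in the mean of the erythroid genes by -0.080 in the controls and -0.36 in the JOA libraries, against -0.83 between JOA and control, in that of DNA replication by -0.058 and -0.15, against -0.12, and in that of the ribosomal proteins by -0.073 and -0.028, against -0.30. These comparisons were chosen after the values were seen. Between JOA and control the integrated stress response list had a median log2 fold change of 0.38 (adjusted p = 0.692, range over the alternatives 2.8e-04 to 0.954). The median was 1.03 without JOA replicate 1, -0.31 without JOA replicate 2 and 0.77 without control replicate 2 (adjusted p = 2.8e-04, 0.00113 and 0.0424), and 0.0019 without control replicate 1, and ATF4 stood at -0.033 with all libraries and between -0.36 and 0.29 with 1 left out.

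The chronic myeloid leukemia pathway, which the paper reports for BaF3-T315I cells, had a median log2 fold change of 0.043 over 68 tested genes in K562 cells (adjusted p = 0.990), with 40 members positive and 28 negative. Relative to the median of all genes, the list lay at -0.053, and between -0.058 and 0.018 over the scalings, above 0 with quantile normalization. Of the genes that the paper names for it, CDKN1A (0.93, adjusted p = 0.256), SOS2 (0.49) and SMAD4 (0.21) were higher in both JOA libraries than in both controls, and E2F2 (-0.16) and CHUK (-0.30) were lower in both. ARAF (-0.11) overlapped. Without JOA replicate 2 CDKN1A stood at 0.56, SOS2 at 0.32, E2F2 at -0.059 and ARAF at 0.051, without JOA replicate 1 E2F2 at -0.26 and ARAF at -0.26, without control replicate 1 CHUK at -0.18, and with quantile normalization SMAD4 at 0.066. In K562 cells at 48 h, ABL1 had 64.3 ± 7.04 FPKM in the controls and 72.0 ± 5.15 FPKM with JOA (SD, n = 2 each), a log2 fold change of 0.16 (95% interval -0.16 to 0.48, adjusted p = 0.488 from limma), which was 0.27 without control replicate 1, 0.053 without control replicate 2, 0.091 without JOA replicate 1, 0.26 with TPM scaling, 0.28 with quantile normalization and 0.092 with median-ratio scaling. BCR had 13.4 ± 1.28 and 13.9 ± 1.04 FPKM (SD, n = 2 each), a log2 fold change of 0.052 (-0.27 to 0.37, adjusted p = 0.829 from limma) that turned to -0.041 without control replicate 2 and -0.021 without JOA replicate 1 and was 0.15 without control replicate 1 and 0.13 without JOA replicate 2. Relative to the median of all genes, ABL1 lay between 0.059 and 0.28 and BCR between -0.050 and 0.022 over the scalings. The table has values for each gene and none for the fusion transcript. The paper reports lower BCR-ABL mRNA by qRT-PCR in both cell lines after 72 h, and its Figure 7A also shows it lower at 48 h. qRT-PCR is another assay than sequencing.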
